# Mapping the dynamics of insulin-responsive pathways in the blood–brain barrier endothelium using time-series transcriptomics data

**DOI:** 10.1038/s41540-022-00235-8

**Published:** 2022-08-16

**Authors:** Zengtao Wang, Xiaojia Tang, Suresh K. Swaminathan, Karunya K. Kandimalla, Krishna R. Kalari

**Keywords:** Time series, Neuroscience, Software

## Abstract

Critical functions of the blood–brain barrier (BBB), including cerebral blood flow, energy metabolism, and immunomodulation, are regulated by insulin signaling pathways. Therefore, endothelial insulin resistance could lead to BBB dysfunction, which is associated with neurodegenerative diseases such as Alzheimer’s disease (AD). The current study aims to map the dynamics of insulin-responsive pathways in polarized human cerebral microvascular endothelial cell (hCMEC/D3) monolayers. RNA-Sequencing was performed on hCMEC/D3 monolayers with and without insulin treatment at various time points. The Short Time-series Expression Miner (STEM) method was used to identify gene clusters with distinct and representative expression patterns. Functional annotation and pathway analysis of genes from selected clusters were conducted using Webgestalt and Ingenuity Pathway Analysis (IPA) software. Quantitative expression differences of 16,570 genes between insulin-treated and control monolayers were determined at five-time points. The STEM software identified 12 significant clusters with 6880 genes that displayed distinct temporal patterns upon insulin exposure, and the clusters were further divided into three groups. Gene ontology (GO) enrichment analysis demonstrated that biological processes protecting BBB functions such as regulation of vascular development and actin cytoskeleton reorganization were upregulated after insulin treatment (Group 1 and 2). In contrast, GO pathways related to inflammation, such as response to interferon-gamma, were downregulated (Group 3). The IPA analyses further identified insulin-responsive cellular and molecular pathways that are associated with AD pathology. These findings unravel the dynamics of insulin action on the BBB endothelium and inform about downstream signaling cascades that are potentially disrupted due to brain insulin resistance prevalent in AD.

## Introduction

Cerebrovascular endothelium, commonly referred to as the blood–brain barrier (BBB), is instrumental in maintaining vascular response to regulate cerebral blood flow, delivering essential nutrients for sustaining brain functions, and removing toxic metabolites from the brain^1^. In addition, the BBB serves as a formidable barrier protecting the brain from circulating xenobiotics and immune challenges emanating from the periphery^2^. The BBB accomplishes these diverse functions by not functioning independently but as a crucial part of the neurovascular unit (NVU), which is organized by the precise spatial arrangement and well-coordinated communication among various cells in the cerebral vasculature (endothelial cells, pericytes, and smooth muscle cells) and the brain parenchyma (astrocytes and neurons)^3^. The molecular mechanisms regulating NVU composition and function in health and disease are only partially understood because of the paucity of molecular-level information on the less abundant, yet functionally critical cerebrovascular endothelial cells.

Studies have shown that BBB dysfunction is associated with neurodegenerative diseases such as Alzheimer’s disease (AD) and Parkinson’s disease^4,5^. Recent research has revealed the role of hyperinsulinemia and peripheral insulin resistance in AD pathogenesis^6,7^. Further, several cerebrovascular pathologies implicated in AD including BBB disruption^8^, amyloid-beta (Aβ) deposition^9^, and inflammation^10,11^ were shown to be regulated by insulin signaling, as summarized in Fig. 1. Therefore, it is crucial to characterize insulin-responsive pathways in the BBB endothelium and decipher their roles in AD. The RNA-Sequencing technology presents a powerful tool to investigate transcriptomic changes across the genome and enables us to decipher insulin’s role in the gene regulation of various cell types that orchestrate insulin action.

**Fig. 1:**
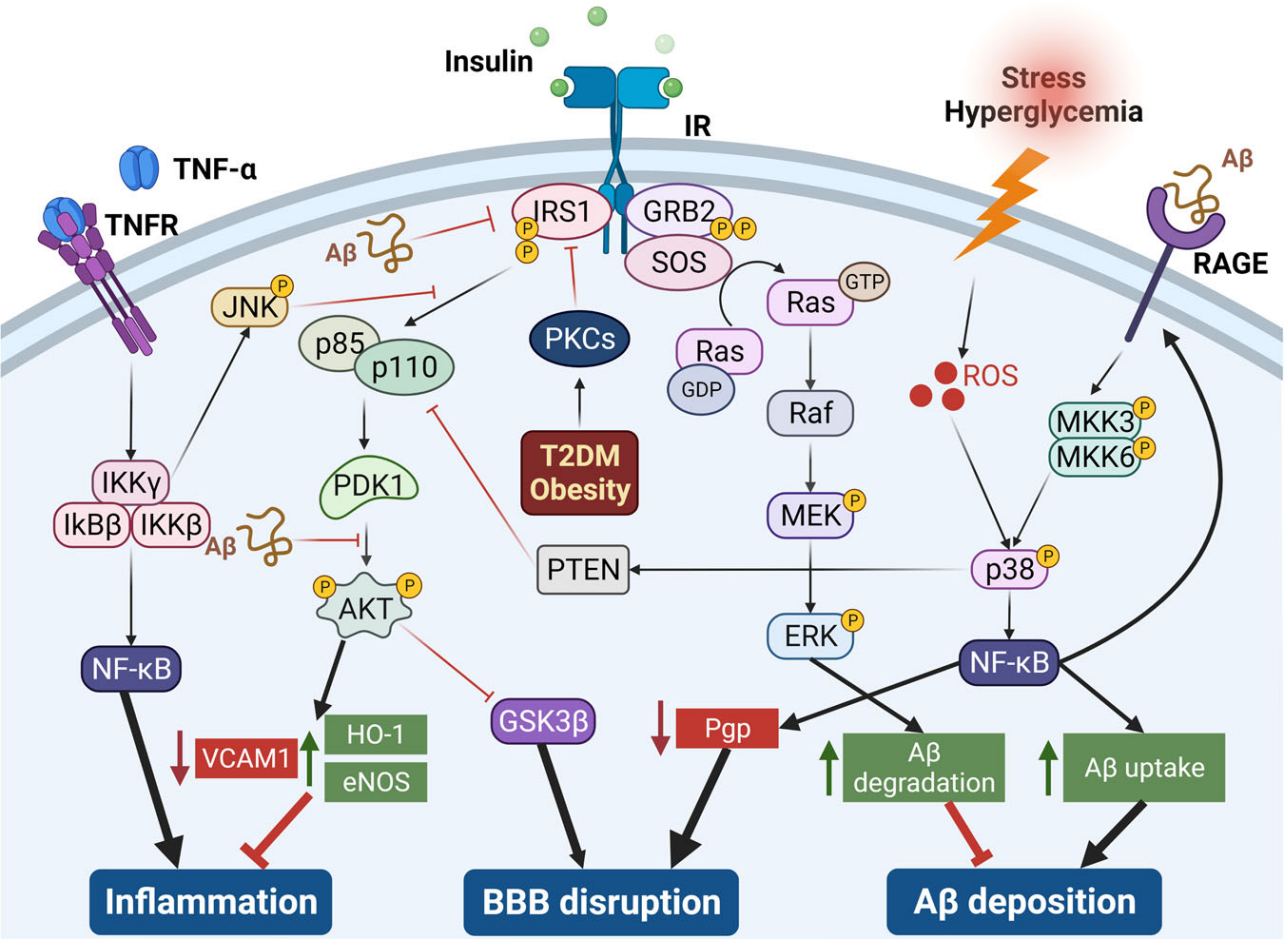
Insulin signaling pathway was found to be associated with cerebrovascular pathologies in AD including inflammation, BBB disruption, and Aβ accumulation. Inflammation: PI3K/Akt pathway mediates eNOS activation^10^ which could inhibit VCAM-1 expression^11^ in endothelial cells. BBB disruption: Inhibition of GSK3β was shown to promote tight junction stability in BBB^8^ and insulin enhanced the BBB integrity via PI3K/Akt/GSK3β pathway^48^. Aβ accumulation: Insulin exposure promoted Aβ degradation via an increase in insulin-degrading enzyme (IDE) expression in astrocytes, via activation of the ERK-mediated pathway^9^. In neurons, Aβ exposure was shown to induce insulin resistance by inhibiting IRS1^66^, PDK-dependent Akt activation^67^, and activating p38 pathway^68^. Preliminary data from our lab suggests that Aβ could have a similar effect on these pathways in BBB endothelial cells.

Given the critical regulatory role played by insulin on BBB endothelial cells, we performed RNA-Sequencing (RNA-Seq) of polarized human cerebral microvascular endothelial cell (hCMEC/D3) monolayers with and without insulin exposure. Gene expression data from the RNA-Seq experiment was analyzed with bioinformatics methods to identify molecular and cellular pathways that are responsive to insulin. In the current study, we conducted experiments at five-time points to decipher the temporal pattern of insulin response and identify early and late responding pathways activated or inhibited following insulin treatment in the hCMEC/D3 cell monolayers. Although time-series microarray analysis describing insulin action on peripheral endothelial cells has been previously reported^12^, the current study systematically investigated the transcriptional response to insulin in BBB endothelial cells using time-series RNA-Seq data.

## Results

Due to the cost of RNA-sequencing and lack of tissue samples, most gene expression studies are single snap-shot studies to identify differentially expressed genes/pathways among various groups. Biological processes are often dynamic and require temporal monitoring to decipher their modulation in health and disease. Insulin signaling pathways that muster rapid response upon stimulation and quick return to the baseline levels are prime examples of pathways requiring temporal monitoring to enable dynamic regulation of physiological responses. However, it is challenging to obtain time serial samples of BBB endothelium in vivo. Therefore, we have conducted in vitro studies using the hCMEC/D3 monolayers to capture the temporal dynamics of insulin-responsive pathways within the BBB. 

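RNA was sequenced from monolayers of hCMEC/D3, an immortalized human brain microvascular endothelial line, after 10, 20, 40, 80 and 300 min with 100 nM insulin and from a control at each time point. The sample labels write the concentration as 100 nm, and the 100 nM of the methods was used. Each treatment and time point was 1 library, so no condition had a replicate, and the 5 insulin-control pairs were the only replicates, of an effect shared over time. The authors aligned paired reads of 51 bases to hg19 in the MAP-RSeq pipeline and counted them per gene with HTSeq, and the deposited counts of 19971 genes were not normalized. Between 58807916 and 93570688 counts fell on genes in an insulin-treated library (median 79157486), and between 69319112 and 90106770 in a control library (median 71235150). The paper's read depth is 92 to 149 M reads, and the values here use the counts on genes. All 199710 counts were even, so a read pair was taken as 2 counts in the counting intervals.
Counts were divided by the library total and put on a common scale, as CPM. The log2 fold change of a pair was the log2 ratio of insulin to control CPM with 0.5 count added, and its 95% interval covers counting error only. At a single time point, 1 library per treatment allows no test across replicates, so a gene's change was set beside the SD of its log2 CPM over the 5 control libraries (control SD), and a list's median beside those of 10000 random lists of the same size and matched expression. Genes of a list may vary together, which random lists leave out. An extreme percentile therefore does not tell an effect of insulin from a difference between 2 cultures. The control SD also holds the difference between 2 sets of libraries (20 and 300 min against 10, 40 and 80 min), which the libraries of a pair share, so the SD of the controls within these sets, chosen after the data were examined and resting on 5 libraries in 2 sets, is given beside it. A log2 fold change is a difference of 2 libraries and can vary more than a single library without any effect. Passing the SD within the sets is therefore no evidence of an effect by itself. At 20 min the fold changes follow, across genes, the difference of the 300 min libraries from those of 10, 40 and 80 min. Values after this trend along the library sets was taken out are given too. The 20 min libraries do not enter this difference, which averages both treatments and so may hold an effect of insulin at 300 min. The step was also chosen after the data were examined and may remove a part of an effect of insulin as well. Over the 5 pairs, insulin was tested with edgeR's quasi-likelihood test with the time point as a block and Benjamini-Hochberg adjustment. A two-sided exact sign-flip permutation test was run on the 5 pair differences of each named gene, and its smallest possible p is 0.063. Gene lists were tested over the pairs with limma's camera, adjusted over 15 lists.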

The RNA libraries were prepared and sequenced as described in the methods section. Raw gene expression counts were obtained, and the total read depth across samples was identified to vary between 92 and 149 million reads. Of the 19,971 genes represented in the expression data, there were 3401 genes with less than 32 counts across all ten samples. After filtering out the genes with very low expression in BBB endothelial cells, we had 16,570 genes that are available for the time-series data analysis (Supplementary Fig. 1). 

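Genes with fewer than 32 counts in every library were left out, which removed 5449 genes (27.3%) holding 0.0262% of all counts and kept 14522. Of the removed genes, 514 had no count in any library. Another 2088 stayed under 32 counts in each library but reached 32 when the 10 libraries were summed. With the minimum set on that sum, 3361 genes were removed and 16610 kept, and with it set on the average count, 6301 were removed and 13670 kept.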

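The median absolute log2 difference between an insulin-treated library and its control over 14522 genes was 0.0694 at 10 min, 0.155 at 20 min, 0.0730 at 40 min, 0.109 at 80 min and 0.0882 at 300 min. The libraries of 20 and 300 min stood apart from those of 10, 40 and 80 min in both treatments, so control libraries were compared within these sets. There, 4 pairs of control libraries differed by 0.0761 to 0.184 (median 0.0913), as much as insulin-treated libraries differed from their controls (median 0.0882). Among the 6 libraries of 10, 40 and 80 min, the mean difference was 0.0885 between treatments and 0.0920 within a treatment (one-sided exact permutation test over 10 splits, p = 0.9, a design that cannot reach 0.05). Insulin-treated libraries and their controls share a time point, while libraries of one treatment differ in time, and the splits ignore this pairing. Both comparisons may therefore hide an effect of insulin and cannot exclude one.
In edgeR's test over the 5 pairs, 6 of 14522 genes passed a Benjamini-Hochberg adjusted p of 0.05, and 891 had an unadjusted p under 0.05. Named after their values were seen, ADH1B, COL3A1 and LOC283214 were higher with insulin and DNMT3L, LOC649133 and MT1H lower. For all of these except MT1H, nearly all counts lay in 1 library. MT1H had 354 counts in the control of 20 min and 340 in that of 300 min, against 0 and 8 with insulin. DESeq2's Wald test called 7 genes, all lower and none of them among the 6, with 700 under 0.05 unadjusted, and limma voom called 0, with 913 under 0.05 unadjusted. With at least 1 CPM required in 5 libraries, edgeR called 0 of 12444 genes (749 under 0.05 unadjusted). This filter removes all of the 6 genes beforehand, so its result does not test them.
The difference had the same sign in all 5 pairs for 1088 genes (7.49%, where chance gives 6.25%), of which 592 were higher and 496 lower. No gene combined a call by edgeR with the same sign in all pairs, so the largest mean changes among same-sign genes of at least 10 CPM were taken. The largest increases were in HIPK2 (hg19 chromosome 7, 139246316 to 139477693), with a mean log2 fold change of 0.25 ± 0.28 (SD, n = 5 pairs), HSPA1B (chromosome 6, 31795512 to 31798031), with 0.24 ± 0.13, and SLC5A3 (chromosome 21, 35445870 to 35478561), with 0.22 ± 0.19. HSPA1B has a near-identical paralog, and SLC5A3 overlaps MRPS6, so their counts may include reads of these genes. The largest decreases were in FBXO32 (chromosome 8, 124510127 to 124553493), with −0.35 ± 0.24, GADD45B (chromosome 19, 2476123 to 2478257), with −0.33 ± 0.31, and DHRS2 (chromosome 14, 24105573 to 24114848), with −0.32 ± 0.16. Each changed in the same direction in 5 of 5 pairs, by which they were picked, so no exact p is given, and the edgeR adjusted p was 0.0971 for DHRS2 and between 0.524 and 0.788 for the other 5. At 20 min alone, HIPK2, SLC5A3 and GADD45B changed by far more than at the other times, with log2 fold changes of 0.73, 0.55 and −0.87, or 0.36, 0.24 and −0.86 after the trend along the library sets. DHRS2 was among the 7 genes of the Wald test.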

We determined the quantitative gene expression differences between the treatment and control at all five-time points (*t* = 10, 20, 40, 80, and 300 minutes). Differences in the gene expression between control and insulin-treated hCMEC/D3 pairs were analyzed using Short Time-series Expression Miner (STEM) method.

### Cell viability and insulin receptor expression in hCMEC/D3 monolayers

To confirm the viability of hCMEC/D3 monolayers upon insulin exposure a separate study was conducted. At the end of the last time point (300 minutes), the cells were stained by live/dead cell stains and then assayed by flow cytometry. As shown in Fig. 2a, b, there was no change in the percentage of live cell population in the untreated control versus insulin-exposed cells, thus indicating that the cells remained viable under the current experimental conditions. Further, western blot studies were performed to assess the expression of insulin receptor beta (IR-β) upon insulin treatment (Fig. 2c). Interestingly, the IR-β expression decreased after 300 minutes of insulin incubation, and this is consistent with the gene expression data as shown in Fig. 2d.

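INSR, which encodes the insulin receptor, lies on chromosome 19 of hg19 from 7112266 to 7294011. Its log2 fold change was 0.12 at 10 min, 0.22 at 20 min, 0.03 at 40 min, −0.08 at 80 min and −0.51 at 300 min. At 300 min it had 11.6 CPM with insulin and 16.5 CPM in the control, a 95% counting interval of −0.67 to −0.34. The SD of its log2 CPM over the 5 control libraries was 0.21, so the changes at 10, 40 and 80 min were within it, that at 20 min was of its size and that at 300 min exceeded it. Within the library sets the SD was 0.12, of the size of the change at 10 min, and the changes at 20 and 300 min exceeded it, although that at 20 min was 0.07 after the trend along the library sets. That trend rests on the libraries of 300 min, so for INSR it includes the decrease with insulin at that time. Among 726 genes of similar expression, the change at 300 min lay at percentile 0.207. Between control libraries of one set, 0.275% to 4.41% of such genes differed as much, and INSR itself differed by −0.29 between the controls of 20 and 300 min. Over the 5 pairs the mean was −0.04 ± 0.28 (SD, n = 5 pairs), lower in 2 of 5 pairs, with an edgeR adjusted p of 0.927. The mean without the pair of 300 min was 0.07.

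**Figure D1:**
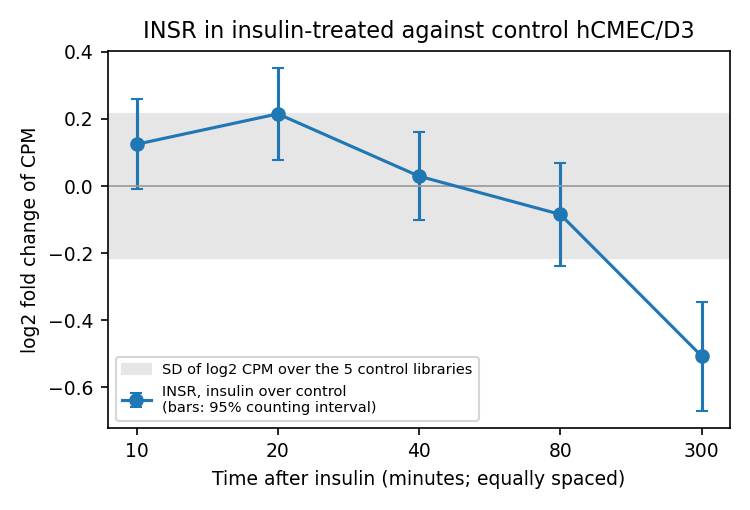
Log2 fold change of INSR (insulin over control CPM) at each time point in minutes. Bars are 95% counting intervals and the grey band is the SD of log2 CPM over the 5 control libraries. The value at 300 min, −0.51, lies below the band.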

**Fig. 2:**
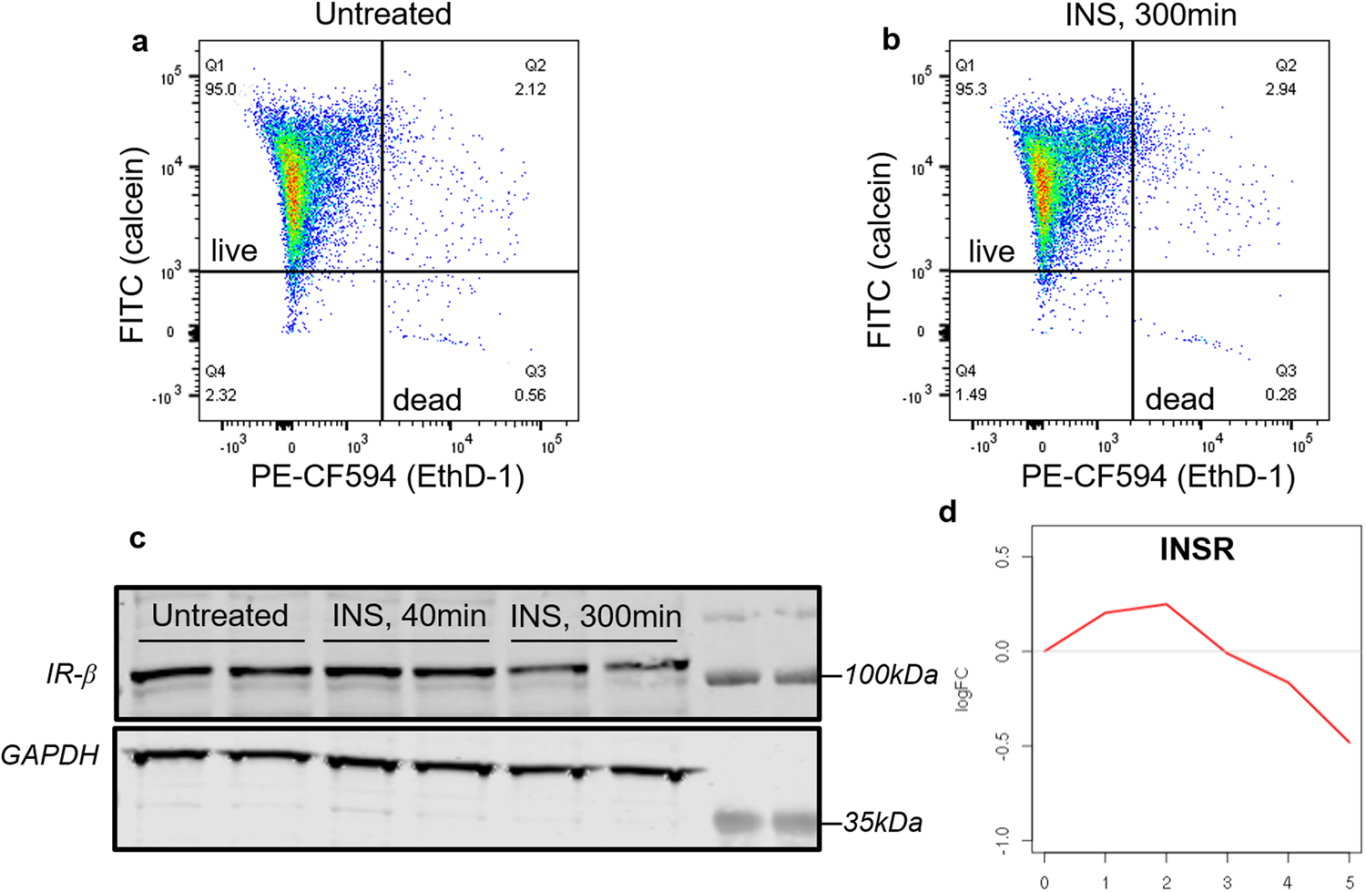
Cell viability and insulin receptor expression under current experimental condition. **a**, **b** Scatter plot of cells’ calcein/EthD-1 fluorescence showing the percentage of total counted cells within the live and dead gates in **a** untreated control and **b** insulin-treated (300 minutes) cells. **c** Immunoblots showing IR-β expression in hCMEC/D3 cells treated with insulin for 40 and 300 minutes. **d** Dynamic changes of insulin receptor gene (INSR) expression in hCMEC/D3 cells treated with insulin up to 300 minutes.

### Time-series data analysis identifies 12 significant gene profiles/clusters in hCMEC/D3 monolayers after insulin treatment

After removing the low expressed genes, we provided the normalized time-series gene expression data as the input to the STEM software^13^. The STEM method assigned all the genes to a set of pre-defined temporal expression profiles defined by the number of time points and maximum units of fold change. The STEM clustering method identifies distinct and representative temporal expressions of a collection of genes. All of the model profiles begin at zero, and the model profile is expected to increase, decrease, or remain stable (do not change) between two-time points. 

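The log2 fold changes of 14522 genes, with a 0 added as the starting point, were assigned to the 50 model profiles drawn in Supplementary Fig. 2 by best correlation. The number of genes in each profile was compared with the number expected over all permutations of the 6 points, by a binomial test with Bonferroni adjustment (p under 0.001 unadjusted). Genes were more numerous than expected in 15 profiles, which held 8793 genes (60.5%). These included 8 profiles of the paper's 12 clusters (6 with TMM factors and 5 with DESeq2 size factors), with 502 genes in cluster 1, 594 in cluster 2, 506 in cluster 3, 473 in cluster 4, 790 in cluster 5, 859 in cluster 6, 720 in cluster 8 and 373 in cluster 12. The other profiles were not significant and held 279 genes (cluster 7), 321 (cluster 9), 293 (cluster 10) and 236 (cluster 11). With a minimum change of 1 on the log2 scale, 10 profiles were significant and held 754 genes.
After the fold changes at each time point were shuffled across genes, 17 to 22 profiles were significant in 20 shuffles (median 19), so with the added 0 permuted as many profiles pass without a time course of any gene. With only the 5 measured points permuted, 13 profiles were significant and 10 to 12 after shuffling. In simulated values without signal, 23 profiles passed when each series started at an exact 0 and 0 when the start varied like the other points.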

As shown in Supplementary Fig. 2, STEM software identified 12 significant clusters (colored) out of 50 profiles, with 6880 genes across the five-time points that display various patterns. The number of genes and *p* values of each significant cluster are presented in Table 1. The correspondence between cluster number as used herein and profile number in STEM software is displayed in Supplementary Table 1. For each cluster, the *p* value is determined based on a permutation test by comparing the number of genes assigned to a particular profile and genes that are expected to follow that specific profile by chance. After a thorough investigation of the individual clusters, we separated the clusters into 3 groups: clusters 4, 5, 10 consisting of a total of 1685 genes (from here on, we will refer to them as Group 1), clusters 2, 3, 12 consisting of a total of 2279 genes (Group 2) and clusters 6, 9 with 758 genes (Group 3) (Fig. 3). The grouping was based on two criteria. First criterion: clusters that followed similar profiles or dynamic trends were grouped together for further analysis. For example, after insulin treatment, the gene expression increased in group 1; went up rapidly but decreased at later time points in group 2; and decreased overall in group 3. 

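Group 1 held 1556 genes here, group 2 held 1473 and group 3 held 1180. The median log2 fold change in group 1 was 0.08 at 10 min, 0.17 at 20 min, 0.01 at 40 min, −0.11 at 80 min and 0.06 at 300 min. In group 2 it was 0.11, 0.01, −0.05, −0.08 and −0.10 at these times, and in group 3 it was 0.03, −0.21, 0.01, −0.13 and −0.06. These shapes follow from the profiles by which the genes were selected. The direction was upward in all 5 pairs for 62 genes of group 1, and for 6 genes of group 2, where it was downward for 13. In group 3 it was downward in all 5 pairs for 192 genes. Averaged over the pairs, the median gene changed by 0.04 in group 1, −0.01 in group 2 and −0.07 in group 3. Of the 17 genes that Table 2 assigns to the groups, 11 fell in the same group here, 5 of 7 for group 1, 2 of 5 for group 2 and 4 of 5 for group 3, counting clusters 9 and 10 although they were not significant.

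**Figure D2:**
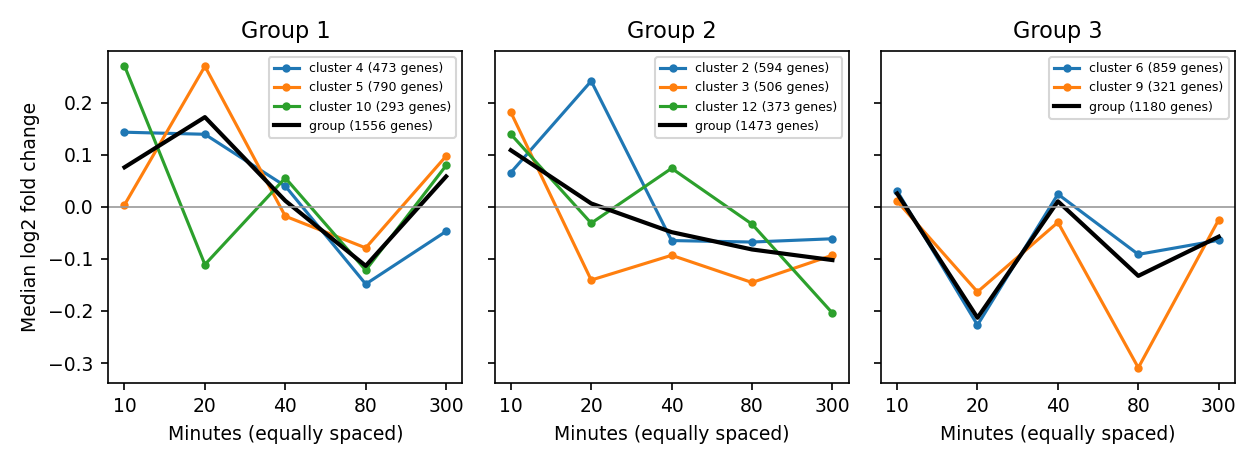
Median log2 fold change (insulin over control) of the genes of each cluster and, in black, of each group, against time in minutes. Group 1 is lowest at 80 min (−0.11), group 2 declines from 0.11 to −0.10, and group 3 is lowest at 20 min (−0.21).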

Second criterion: functional annotation of genes in each cluster was conducted and the gene ontology pathways enriched were found to be similar among the clusters within one group (Supplementary Table 2). We retrieved the genes from each group and investigated the function of genes and pathways represented by these three groups or 8 clusters that demonstrated contrasting trends. Four other clusters were not grouped because no specific trend was observed and the enriched pathways in these clusters were not directly relevant to BBB or AD pathophysiology.

**Table 1:** Time-series clustering of the genes based on gene expression profile changes was conducted using the STEM software.

Time-series clustering	Number of genes	*p* value
Cluster 1	1185	0.0
Cluster 2	1115	0.0
Cluster 3	902	3e-252
Cluster 4	674	1e-159
Cluster 5	667	5e-140
Cluster 6	458	1e-35
Cluster 7	391	5e-19
Cluster 8	376	2e-14
Cluster 9	344	2e-8
Cluster 10	300	3e-7
Cluster 11	206	4e-4
Cluster 12	262	6e-4

STEM detected 12 significant gene clusters based on similar gene expression profiles across five-time points. The number of genes and *p* values in each cluster are listed.

**Fig. 3:**
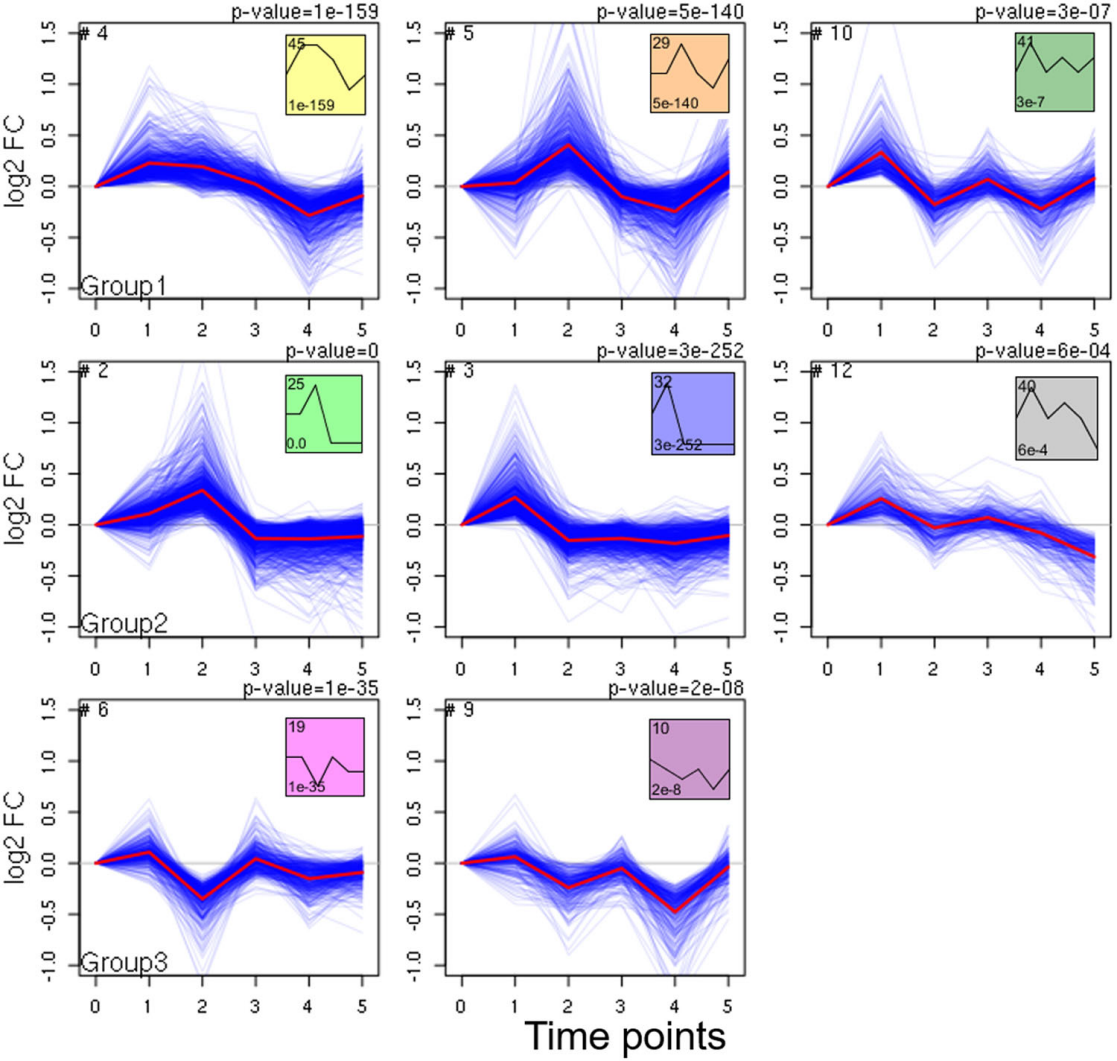
The significant clusters are divided into three groups based on the temporal change patterns and enriched pathways in each cluster. Inside each set (in the box), the cluster number is displayed in the left-hand corner and the corresponding profile defined by the STEM software is displayed in the right-hand corner. *p* value is presented on the top of each cluster. *p* value is determined by STEM software based on a binomial distribution by comparing the actual number of genes assigned to the group against the expected number of genes. After insulin treatment, gene expression went up in group 1, went up initially but decreased in group 2, and went down in group 3.

### Functional annotation of genes in each group affected by insulin treatment shows the genesets involved in AD pathophysiology

We obtained the genes from each group (group 1 = 1685, group 2 = 2279, and group 3 = 758 genes) and conducted functional annotation using the Webgestalt software. Gene ontology (GO) enrichment analysis was performed on the genes in group 1 that were upregulated after insulin treatment. The genes are highly enriched in various biological processes such as the regulation of membrane lipid distribution, extracellular structure organization, and angiogenesis. Similarly, the GO enrichment analysis was conducted on the genes in group 2 that were upregulated initially after insulin treatment but decreased later. These genes are associated with biological processes related to the actin cytoskeleton, such as actin cytoskeleton reorganization, regulation of actin filament-based process, maintenance of location, and regulation of supramolecular fiber organization. 

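Extracellular structure was followed with the collagen and laminin genes, of which 41 passed the count filter. Group 1 held 9 of them, where random lists matched on expression gave 4.32 on average (percentile 98.3), while group 2 held 3 and group 3 held 1. Membership describes the shape of 5 single pairs and was not tested against replicates.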

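Of 57 actin cytoskeleton genes (actins, tropomyosins, myosins and other genes chosen by symbol), group 2 held 6, where random matched lists gave 4.11 on average (percentile 83.2). Group 3 held 9 of them and group 1 held 2.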

In the last group where the gene expression decreased upon insulin exposure, enriched GO pathways are mostly inflammation-related, including response to interferon-beta, interferon-gamma, response to type I inflammation, and response to the virus. 

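From a list of 49 interferon-stimulated genes, 12 fell in group 3, where random matched lists gave 5.63 on average (percentile 99.5). Group 1 held 4 of these genes and group 2 held 0, where 3.27 were expected.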

The GO pathways enriched in each group, representative genes, and their association with AD-related pathologies are listed in Table 2.

**Table 2:** GO enrichment analysis of genes in 3 groups and representative genes involved in AD pathology.

Group	Clusters	GO pathways	Gene symbols	Involvement in AD	Ref.
1	4, 5, 10	Regulation of membrane lipid distribution; Epithelial cell development; Extracellular structure organization; Tissue migration; Angiogenesis; Regulation of vascular development	LAMB2	Laminin inhibited Aβ fibrillation	^20,21^
			COL4A5 COL4A1 COL4A2	Collagen IV inhibited Aβ40 fibril formation.	^19^
			LEPR	Neuronal leptin receptor expression in the old 5XFAD brain was diminished	^69^
			VEGFB	VEGF improved memory and reduced Aβ levels.	^22^
			BMP1	BMP7 prevented neuronal injuries in PC12 cells induced by Aβ	^70^
2	2, 3, 12	Actin cytoskeleton reorganization; Regulation of actin filament-based process; Maintenance of location; Actin filament organization; Regulation of cytoskeleton organization	FLNA	Altered filamin A enables tau phosphorylation	^71^
			CDK5	Cdk5 regulates endothelial cell migration and angiogenesis	^72^
			MYH9	Myosin IIb regulates actin dynamics during synaptic plasticity and memory formation	^73^
			MYO1C		
			MYO5A		
3	6, 9	Response to interferon-beta; Response to type I interferon; Response to interferon-gamma; Response to virus; I-kappaB kinase/NF-kappaB signaling	IFITM2	IFITM3 is increased in AD mouse models; increases production of Aβ	^36^
			IFITM3		
			CASP1	Inhibition of caspase restored memory impairment in AD mouse modes	^38^
			ICAM-1	ICAM-1 expression is increased in AD brain	^39^
			LGALS9	Overexpression of Gal-3 enhances Aβ oligomerization	^74^

After insulin exposure, gene expression increased in group 1, increased initially but decreased at a later time in group 2, and decreased in group 3.

### Canonical pathway analysis has identified pathways that are critical for vascular functions

The genes in each group were further used to identify the known canonical pathways that are associated with the grouped genes using ingenuity pathway analysis (IPA) methods. The genesets (group 1 = 1685, group 2 = 2279, and group 3 = 758) were submitted to the IPA software, and the pathways with a *p* value <0.05 were identified. Because the IPA software is knowledge-based and consists of findings more from cancer research, the pathways were further screened based on their connection to vascular/AD pathologies in the literature reports. The top canonical pathways are shown in Table 3 with respective *z* scores; if the *z* score >1, the pathway is deemed to be activated after insulin treatment, and if *Z* score <−1, the pathway is considered inhibited after insulin treatment. The ratio column in Table 3 indicates the ratio of genes from the gene set (in this case, the groups) that map to a canonical pathway to the total number of genes present in that pathway.

**Table 3:** Ingenuity pathway analysis of the genes from each group.

Group	Ingenuity canonical pathways	*z* score	*p* value	Ratio
1	Glioblastoma multiforme signaling	3.051	0.000110	0.123
	GP6 signaling pathway	3.873	0.000513	0.126
	Factors promoting cardiogenesis in vertebrates	3.357	0.001288	0.113
	Inhibition of matrix metalloproteases	1.342	0.002692	0.179
	VEGF family ligand-receptor interactions	3.162	0.002754	0.131
	HGF signaling	3.317	0.005623	0.106
	Glioma signaling	2.646	0.008128	0.105
	Endothelin-1 signaling	3.5	0.013804	0.089
2	Autophagy	3.507	0.0000000	0.202
	Insulin receptor signaling	2.785	0.0000000	0.221
	CDK5 signaling	1.964	0.0000016	0.214
	NGF signaling	4.69	0.0000138	0.195
	IGF-1 signaling	3.13	0.0000186	0.202
	Senescence pathway	4.217	0.0000324	0.141
	PTEN signaling	−3.545	0.0000347	0.173
	AMPK signaling	4.536	0.0000398	0.149
3	Interferon signaling	−3.162	0.0000000	0.278
	Oxidative phosphorylation	−3	0.0006310	0.0818
	Integrin signaling	−2.828	0.0023988	0.0563
	Neuroinflammation signaling pathway	−3.464	0.0037154	0.0476
	Th1 pathway	−1.342	0.005011872	0.0656
	Leukocyte extravasation signaling	−2.646	0.0093325	0.0518
	PDGF signaling	−2.449	0.0107152	0.0698
	NRF2-mediated oxidative stress response	−2	0.0338844	0.0497

List of pathways, with *z* score, *p* values, and the ratio are listed above. Pathways are ordered by *p* values.

Gene expression changes of representative pathways in each group were displayed in Fig. 4. Inhibition of matrix metalloproteases pathway (enriched in group 1) was activated by insulin treatment and expression of all tissue inhibitor of metalloproteinase (TIMPs) genes increased. 

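TIMP1 (hg19 chromosome X, 47441690 to 47446190), TIMP2 (chromosome 17, 76849059 to 76921472) and TIMP3 (chromosome 22, 33196802 to 33259028) overlap SYN1, LOC100653515 and SYN3 in this order, whose reads may be counted with theirs. TIMP4 lies on chromosome 3 from 12194568 to 12200851 and overlaps no listed gene. All 4 genes were higher with insulin at 10, 40 and 300 min, TIMP2 by so little at 10 and 300 min (0.02 and 0.01) that its sign changed with TMM or DESeq2 scaling. All 4 were lower at 80 min, and all but TIMP2 were lower at 20 min. TIMP1 changed by 0.14, −0.18, 0.08, −0.03 and 0.08 at 10, 20, 40, 80 and 300 min, against a control SD of 0.64 (0.185 within the library sets). TIMP2 changed by 0.03 at 20 min, 0.09 at 40 min and −0.19 at 80 min, against a control SD of 0.0959 (0.0371 within the sets). TIMP3 changed by 0.11, −0.01, 0.10, −0.06 and 0.19 over the 5 times, past its control SD of 0.0752 (0.0868 within the sets) at 10, 40 and 300 min. TIMP4 changed by 0.20, −0.18, 0.33, −0.06 and 0.16, within its control SD of 0.354, while all but that at 80 min exceeded the SD within the sets (0.135). With the trend along the sets taken out, TIMP1 changed by 0.08 at 20 min and TIMP4 by −0.04. The median of the 4 genes was 0.13 at 10 min (percentile 99.9 among random lists), −0.10 at 20 min (12.1, and 0.00 at 39.6 after the trend along the library sets), 0.10 at 40 min (99.4), −0.06 at 80 min (16.7) and 0.12 at 300 min (98.7).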

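PI3K, AKT, RAS and ERK were represented by 15 genes that encode their members. At 10 min 13 of them were higher with insulin and 2 lower, with a median log2 fold change of 0.06 (percentile 98.0 among random lists). At 20 min 10 were higher and 5 lower, with a median of 0.11 (percentile 90.6). After the trend along the library sets, 8 were higher at 20 min, with a median of 0.01 (percentile 36.2). PIK3CG (0.32 at 10 min and 0.31 at 20 min) and PIK3CD (0.13 at 10 min) had few counts, with 95% counting intervals of −0.15 to 0.80, −0.32 to 0.94 and −0.17 to 0.45 that include 0. PIK3CA was higher by 0.27 at 20 min (0.13 to 0.40), and changed by −0.00 after that trend. HRAS, AKT1, AKT2, PIK3R2 and MAPK3 were lower at 20 min, with log2 fold changes of −0.14, −0.10, −0.07, −0.04 and −0.15, and 0.14, 0.01, −0.01, 0.04 and 0.03 after it. The sign of PIK3R2 at 10 min (0.02) changed with DESeq2 scaling. PIK3CD and MAPK3 overlap other genes, so their counts may include reads of CLSTN1 and LOC440354 or LOC606724.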

The insulin receptor signaling pathway (enriched in group 2) was activated by insulin at early time intervals, and critical genes such as PI3K, AKT, RAS, ERK were upregulated. Interferon signaling (enriched in Group 3) was inhibited by insulin treatment with downregulation of STAT1, IFITM2, G1P3, and others.

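IFITM2 (hg19 chromosome 11, 308107 to 309410) was lower in 5 of 5 pairs, by −0.01, −0.27, −0.03, −0.13 and −0.26 at 10, 20, 40, 80 and 300 min, with an edgeR adjusted p of 0.788 for a mean of −0.14 and an exact p of 0.063. G1P3, listed as IFI6 (chromosome 1, 27992572 to 27998724), was lower in 5 of 5 pairs, by −0.20, −0.63, −0.01, −0.17 and −0.04, with an edgeR adjusted p of 0.788 for a mean of −0.21, although the value at 40 min changed sign with TMM or DESeq2 scaling. IFITM2 and its paralog IFITM3 are nearly identical, so reads may be split between them. The control SD was 0.703 for IFITM2 and 0.708 for IFI6, and within the library sets 0.121 and 0.160, which IFITM2 exceeded at 20, 80 and 300 min and IFI6 at 10, 20 and 80 min. At 20 min IFITM2 changed by −0.02 and IFI6 by −0.36 after the trend along the library sets.
Over the 49 interferon-stimulated genes, the median was −0.04 at 10 min (37 lower), −0.13 at 20 min (42 lower), 0.00 at 40 min (24 lower) and −0.17 at 80 min (47 lower). At 10, 20 and 80 min none of 10000 random lists had a lower median (percentile 0). At 300 min the median was 0.08, 39 genes were higher, and the list lay at percentile 100. At 40 min its mean was −0.01 while its median was above 0. By gene, 10 had an unadjusted p under 0.05 in edgeR's test, 0 passed when adjusted over the list alone and 0 over all genes. Over the 5 pairs the mean of the list was −0.06, below that of all genes in 3 of 5 pairs (camera with preset correlation, adjusted p = 4.42e-05, exact sign-flip p = 0.375). None of camera's 5 calls among the 15 lists held with fry or with an estimated correlation, where the lowest adjusted p were 0.851 and 0.967. Without the pair of 80 min the adjusted p was 0.135, and over all alternatives it ranged from 2.77e-11 to 0.967. From the lower expression of interferon-related genes, the paper proposes a way in which insulin reduces inflammation.

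**Figure D3:**
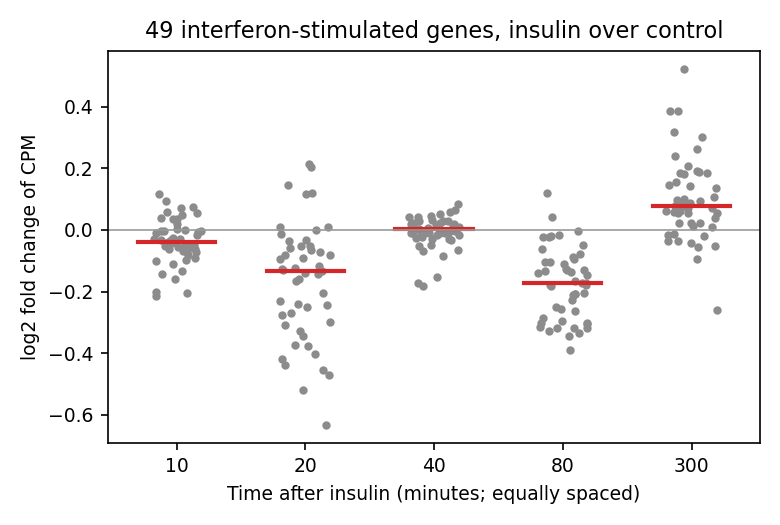
Log2 fold change (insulin over control CPM) of 49 interferon-stimulated genes at each time point in minutes, 1 grey point per gene, with the median in red. The medians lie below 0 at 10, 20 and 80 min and above 0 at 300 min (0.08).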

**Fig. 4:**
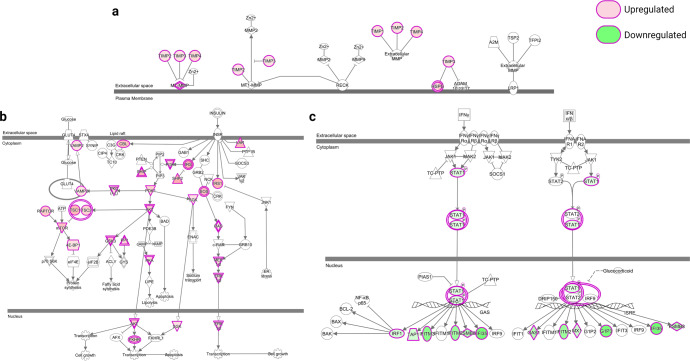
Gene expression changes in the representative pathway of each group. **a** Inhibition of matrix metalloproteases (enriched in Group 1). **b** Insulin receptor signaling (enriched in Group 2). **c** Interferon signaling (enriched in Group 3). Downregulated genes are indicated with green shading and upregulated genes in red.

## Discussion

The BBB is a critical gatekeeper that dynamically removes toxic metabolites from the brain and delivers essential nutrients, critical proteins, and growth factors to maintain brain functions. BBB dysfunction resulting in reduced cerebral blood flow, impaired amyloid-beta clearance, and cerebrovascular inflammation promotes AD progression. Notably, several of these pathological features are consistently manifested in type-2 diabetes mellitus (T2DM), which is recognized as a major risk factor for AD^14,15^. However, the pathophysiological connections between insulin resistance and BBB dysfunction in AD are only partially understood. Identifying insulin-responsive pathways in the BBB endothelium will allow us to elucidate their role in various BBB functions and assess the impact of insulin resistance on BBB dysfunction.

### GO enrichment analysis

In the current study, gene expression changes in polarized hCMEC/D3 monolayers following insulin treatment were clustered by STEM analysis. Twelve clusters were identified to be significant and further classified into three groups based on the dynamics of their regulation. In the first group, the gene expression increased after insulin treatment, whereas in the second group, the gene expression increased initially but decreased with a longer duration of insulin exposure. In the last group, the gene expression decreased after insulin treatment. The biological functions of the genes from each group were retrieved and further evaluated using GO enrichment analysis.

In the first group, where gene expression increased upon insulin exposure, pathways regulating membrane lipid distribution, extracellular structure organization, and angiogenesis are significantly enriched. These pathways were shown to be involved in vascular development^16–18^. The BBB breakdown has been identified as one of the earliest changes in the AD brain that occurs before dementia and brain atrophy^4,5^. The BBB disruption enables the brain entry of blood-derived cells, pathogens, and other products associated with inflammatory response and activation of neurodegenerative pathways. The current results demonstrated that insulin could activate pathways that are important for BBB formation and maturation. It can be envisioned that these pathways can be deactivated during insulin resistance, which is prevalent in AD, thereby inducing BBB disruption.

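Table 2 names 3 collagen type IV genes, COL4A1 (hg19 chromosome 13, 110801310 to 110959496), COL4A2 (chromosome 13, 110959631 to 111165373) and COL4A5 (chromosome X, 107683074 to 107940775). COL4A1 had log2 fold changes of 0.01, 0.22, 0.04, −0.20 and −0.12 at 10, 20, 40, 80 and 300 min, with a mean of −0.01 ± 0.16 (SD, n = 5 pairs), higher in 3 of 5 pairs and with an edgeR adjusted p of 0.974. COL4A2 had 0.02, 0.04, −0.00, −0.19 and −0.10, with a mean of −0.05 ± 0.10, higher in 2 of 5 pairs and with an edgeR adjusted p of 0.815. COL4A5 had 0.09, 0.32, 0.07, −0.08 and −0.08, with a mean of 0.06 ± 0.16, higher in 3 of 5 pairs and with an edgeR adjusted p of 0.814. The signs of COL4A1 at 10 min and COL4A2 at 40 min changed with TMM or DESeq2 scaling, and that of COL4A2 at 10 min with DESeq2 scaling. The values at 20 min were −0.07, 0.00 and 0.07 for COL4A1, COL4A2 and COL4A5 after the trend along the library sets. Without the pair of 20 min the mean of COL4A5 was −0.00. The control SD of log2 CPM was 0.688 for COL4A1, 0.0796 for COL4A2 and 0.584 for COL4A5, and 0.168, 0.0736 and 0.137 within the library sets. Over the 7 genes that Table 2 names for the first group, the median was 0.09 at 10 min (percentile 99.9 among random lists), 0.08 at 20 min (75.4), 0.04 at 40 min (91.5), −0.20 at 80 min (0.01) and −0.08 at 300 min (1.03). At 80 min 0 of the 7 were higher with insulin. None of the 7 had an unadjusted p under 0.05 in edgeR's test, and 0 passed when adjusted over the list alone, a list that the study chose on these libraries. In camera the 7 genes had an adjusted p of 0.826 for a mean of −0.00, above that of all genes in 3 of 5 pairs.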

Further, critical genes associated with AD pathogenesis were found in the first group, and the expression of those genes increased after insulin exposure, one of which is collagen type IV proteins alpha genes (COL4A). Type IV collagen proteins are integral components of basement membranes that support the structure and function of NVU. Moreover, collagen IV was shown to inhibit the aggregation of Aβ40^19^, which is a major contributor to cerebrovascular amyloid angiopathy (CAA) in AD. Similarly, the expression of laminin subunit beta 2 (LAMB2) is increased by insulin, and laminin inhibits the fibrillization of both Aβ40^20^ and Aβ42^21^. 

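LAMB2 lies on chromosome 3 of hg19 from 49158547 to 49170599. Its log2 fold change was 0.11 at 10 min, 0.08 at 20 min, 0.01 at 40 min, −0.23 at 80 min and −0.09 at 300 min. At 80 min it had 211 CPM with insulin and 247 CPM in the control, the single time at which the change exceeded the control SD of 0.163. All changes but that at 40 min exceeded the SD within the library sets (0.0618), that at 20 min also after the trend along the sets (0.11). The mean over the pairs was −0.02 ± 0.14 (SD, n = 5 pairs), higher in 3 of 5 pairs, with an edgeR adjusted p of 0.925, and it was 0.03 without the pair of 80 min.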

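The gene for vascular endothelial growth factor B, VEGFB, lies on chromosome 11 of hg19 from 64002056 to 64006736. With insulin its log2 fold change was 0.18 at 10 min, −0.20 at 20 min, 0.11 at 40 min, −0.21 at 80 min and 0.01 at 300 min, where the sign changed with TMM or DESeq2 scaling. The control SD was 0.641, mostly from the difference between the library sets, and the changes at 10, 20 and 80 min exceeded the SD within the sets (0.147), although that at 20 min was 0.06 after the trend along the sets. The mean was −0.02 ± 0.18 (SD, n = 5 pairs), higher in 3 of 5 pairs, with an edgeR adjusted p of 0.946. Its mean was 0.02 with either the pair of 20 min or that of 80 min left out.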

Insulin also increases the expression of the vascular endothelial growth factor B (VEGFB) gene, which belongs to the first group. The VEGF family members regulate the formation of blood vessels and have been shown to improve memory and reduce Aβ levels in transgenic mouse models of AD^22^.

In the second group, the gene expression increased at early time points but decreased with longer insulin exposure. Enriched GO pathways include actin cytoskeleton reorganization, regulation of actin filament-based process, maintenance of location, and regulation of supramolecular fiber organization. The actin cytoskeleton is involved in various critical cellular processes such as cell migration and structural support. As a dynamic interface between brain and blood, BBB is responsible for the transport of cargo in both directions, which is regulated by actin-controlled processes in endothelial cells. A branched actin network promotes endocytic internalization by harnessing elastic energy stored in bent filaments^23^. During intracellular trafficking, myosin is recruited to the cargo containing vesicles to mobilize them on actin filament trackers^24^. Actin cytoskeleton can also facilitate fusion events of vesicles thus contributing to the trafficking of cargos and exocytosis^25^. In addition to the trafficking function, actin was also found to regulate BBB permeability because treatment of actin inhibitor cytochalasin B was shown to increase cerebrovascular permeability to horseradish peroxidase in rats^26^. Numerous studies of human postmortem tissues and animal models indicate the pathways regulating actin cytoskeleton stability are disrupted in AD^27^. Thus insulin could potentially mitigate these pathological effects and increase the expression of genes that are critical for actin-based processes in endothelial cells that regulate the barrier integrity and transport network of the BBB. However, the expression of these genes was observed to decrease at later time points when the cells were exposed to insulin for an extended period. 

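The 57 actin cytoskeleton genes had a median log2 fold change of −0.01 at 10 min (percentile 28.7 among random lists), 0.04 at 20 min (84.8), −0.00 at 40 min (36.8), where it was above 0 with TMM scaling, −0.03 at 80 min (2.29) and −0.04 at 300 min (0.03). At 300 min 41 of the genes were lower with insulin, and at 20 min 25 were. Over the pairs the list's mean was −0.02, below that of all genes in 4 of 5 pairs (camera, adjusted p = 0.571, exact p = 0.125). The 5 genes that Table 2 names for group 2 (FLNA, CDK5, MYH9, MYO1C and MYO5A) had a median of 0.04 at 10 min (91.9), 0.23 at 20 min (97.53), −0.00 at 40 min (39.3), which TMM scaling also brought above 0, −0.11 at 80 min (4.24) and −0.12 at 300 min (0.26). Single values were largest at 20 min, with 0.33 for FLNA, 0.23 for MYH9, 0.15 for MYO1C and 0.41 for MYO5A. After the trend along the library sets these were 0.26, 0.16, 0.12 and 0.14, the median of the 5 genes at 20 min was 0.14 (99.2), and that of the 57 actin genes −0.00 (14.1). At 300 min these 4 genes were lower by −0.11, −0.14, −0.09 and −0.12, and at 80 min MYO5A was still higher (0.12). In edgeR's test 0 of the 5 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone, a list chosen on these libraries.
Whether the effect at 10 and 20 min differed from that at 40, 80 and 300 min was tested as an interaction in edgeR, and 1 of 14522 genes passed, with 827 under 0.05 unadjusted. That gene, named after its values were seen, is C5orf38, which had 8 counts or fewer in 7 of the 10 libraries. Without the pair of 10 min 373 genes passed, and without that of 20 min or 300 min 0 passed (578 and 620 under 0.05 unadjusted). DESeq2's Wald test called 0 genes (469 under 0.05 unadjusted).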

One potential reason is that the long-term insulin exposure triggers insulin resistance which is associated with molecular changes including degradation of insulin receptor^28^, inhibitory phosphorylation of insulin receptor substrate^28^, and inhibition of pAKT and pERK^29^. Indeed, our western blot study found that the protein expression of IR-β in BBB endothelial cells was substantially reduced after 300 minutes of incubation with insulin **(**Fig. 2c**)**. Thus, insulin resistance induced by long-term insulin exposure may be responsible for dampening or even reversing insulin response. However, the molecular mechanisms by which insulin resistance affects gene expression and regulates pathways reported in the current study warrants further investigation.

In the last group, however, the gene expression decreased rapidly upon insulin exposure. 

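The 5 genes that Table 2 names for group 3, IFITM2, IFITM3, CASP1, ICAM1 and LGALS9, had a median log2 fold change of −0.02 at 10 min (percentile 17.7 among random lists), −0.27 at 20 min (0.02), 0.02 at 40 min (71), −0.13 at 80 min (1.66) and −0.04 at 300 min (17.7). All 5 were lower at 10, 20 and 80 min, 2 at 40 min and 3 at 300 min. LGALS9 had log2 fold changes of −0.00, −0.56, −0.02, −0.44 and 0.01 at the 5 times, and its sign at 40 min changed with DESeq2 scaling. After the trend along the library sets, the median at 20 min was −0.14 (0.17) and LGALS9 changed by −0.33. By gene, 4 of the 5 had an unadjusted p under 0.05 in edgeR's test, 2 passed when adjusted over the list alone and 0 over all genes. The study chose the list on these libraries, so neither these counts nor the list's percentiles and camera results are independent evidence. The mean over the pairs was −0.13, below that of all genes in 4 of 5 pairs (camera, adjusted p = 0.0056, exact p = 0.125), and camera's adjusted p was 0.061 without the pair of 20 min and between 0.000841 and 0.967 over all alternatives.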

The most enriched GO pathways of this group are connected to inflammation, such as response to interferon-beta, interferon-gamma, response to type I inflammation, and response to the virus. Inflammation is a common pathological feature of both AD and diabetes^30^, mediated by diverse immune cells and pro-inflammatory cytokines such as interleukin-1 (IL-1), tumor necrosis factor-alpha (TNF-α), and interferons. Insulin has been shown to reduce inflammation in peripheral tissues and the brain^31–33^. However, the anti-inflammatory effect of insulin on BBB endothelial cells and the underlying mechanisms are not well understood. Previous studies have demonstrated that type I interferon response drives neuroinflammation and synapse loss in AD patients^34^, and higher levels of interferon-gamma were observed in patients with mild cognitive impairment (MCI) compared to controls^35^. The current study suggested that one possible mechanism by which insulin reduces inflammation is to decrease the expression of genes in interferon-related pathways. 

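IFITM3 lies on chromosome 11 of hg19 from 319673 to 320914, beside its near-identical paralog IFITM2, and the 2 genes may share reads. Its log2 fold change was −0.21 at 10 min, −0.40 at 20 min, 0.02 at 40 min, −0.11 at 80 min and −0.04 at 300 min. At 20 min it had 464 CPM with insulin and 614 CPM in the control. The control SD of 0.678 is widened by the difference between the library sets, and the changes at 10 and 20 min exceeded the SD within the sets (0.163), although that at 20 min was −0.14 after the trend along the sets. The mean was −0.15 ± 0.17 (SD, n = 5 pairs), lower in 4 of 5 pairs, with an exact p of 0.125 and an edgeR adjusted p of 0.788.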

Further, several genes that constitute group 3 are shown to contribute to AD progression, one of which is interferon-induced transmembrane protein 3 (IFITM3). A recent study demonstrated that the protein encoded by this gene is upregulated with aging and in mouse models of familial AD. It was also shown that IFITM3 could bind to γ-secretase in neurons and astrocytes and increase its activity to produce Aβ peptides^36^. Another example is caspase 1 (CASP1), which is involved in cell apoptosis and activation of IL-1. 

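CASP1, on chromosome 11 of hg19 from 104896237 to 104972158, overlaps CARD16 and CARD17, whose reads may be counted with it. Its log2 fold change was −0.02 at 10 min, −0.22 at 20 min, 0.17 at 40 min, −0.11 at 80 min and 0.00 at 300 min, where the sign changed with TMM or DESeq2 scaling. The control SD was 0.215, and 0.104 within the library sets, and the value at 20 min was −0.16 after the trend along the sets. The mean was −0.04 ± 0.14 (SD, n = 5 pairs), lower in 3 of 5 pairs, with an exact p of 0.625 and an edgeR adjusted p of 0.895. It was 0.01 without the pair of 20 min.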

Inhibition of caspase 1 by chemical inhibitor VX-765 reduced Aβ deposition and improved spatial memory in AD mouse models^37^. Using the model of BBB injury, induced by organophosphate paraoxon, Israelov et al.^38^ demonstrated that caspase inhibition could restore the BBB integrity and reduce the inflammatory response. These studies indicate that caspase 1 could be a target upon which insulin acts to reduce inflammation and prevent BBB breakdown during AD. Intercellular adhesion molecule 1 (ICAM-1), an inflammatory endothelial marker, was found to be upregulated in the cerebrovascular endothelium of AD patients^39^. 

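ICAM1, the gene for intercellular adhesion molecule 1, lies on chromosome 19 of hg19 from 10381517 to 10397291. After insulin its log2 fold change was −0.04 at 10 min, −0.13 at 20 min, 0.02 at 40 min, −0.39 at 80 min and −0.04 at 300 min. At 80 min it had 108 CPM with insulin and 142 CPM in the control. The changes at 20 and 80 min exceeded the control SD of 0.108 (0.120 within the library sets), and that at 20 min was −0.12 after the trend along the sets. The mean was −0.12 ± 0.16 (SD, n = 5 pairs), lower in 4 of 5 pairs, with an exact p of 0.125 and an edgeR adjusted p of 0.788 (0.0464 unadjusted). It was −0.05 without the pair of 80 min.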

Insulin was shown to decrease ICAM-1 expression in human aortic endothelial cells^40^, which is consistent with the current observation that the ICAM-1 gene (group 3) is downregulated in hCMEC/D3 monolayers upon insulin exposure.

### IPA canonical pathway analysis

The genes from each group were further investigated using Ingenuity Pathway Analysis (IPA) software to identify known signaling pathways. The expression of genes in the first group was activated by insulin exposure; the GO analysis demonstrated that these genes prevented BBB breakdown in AD. Similarly, the IPA analysis has shown that the insulin treatment upregulated signaling pathways that promote vascular development such as glioma invasiveness signaling, glioblastoma multiforme signaling, factors promoting cardiogenesis in vertebrates, and inhibition of matrix metalloproteases (Table 3). One of the major gene families present in these pathways is the tissue inhibitor of metalloproteinases (TIMPs). 

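Averaged over the 5 pairs, the log2 fold change was 0.02 ± 0.13 (SD, n = 5 pairs) for TIMP1, −0.01 ± 0.11 for TIMP2, 0.07 ± 0.10 for TIMP3 and 0.09 ± 0.21 for TIMP4. TIMP2 was higher with insulin in 4 of 5 pairs and the other 3 genes in 3 of 5. The edgeR adjusted p was 0.952, 0.971, 0.794 and 0.813 in this order. The exact p was 0.25 for TIMP3 and 0.4375 for TIMP4, and no gene's mean exceeded the SD of its pairs. With 1 pair left out, the mean ranged from −0.02 to 0.07 for TIMP1 and from −0.03 to 0.04 for TIMP2. In camera the 4 genes had an adjusted p of 0.571 for a mean of 0.04, above that of all genes in 3 of 5 pairs. By gene, 0 of the 4 had an unadjusted p under 0.05 in edgeR's test and 0 passed when adjusted over the list alone. STEM placed TIMP1 in cluster 10 of group 1 and the other 3 genes in no cluster of the 3 groups.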

All members of TIMPs are upregulated by insulin treatment, including TIMP1, TIMP2, TIMP3, and TIMP4. The TIMPs are the natural tissue inhibitors of matrix metalloproteinases (MMPs), which degrade various extracellular matrix components. Therefore, inhibition of MMPs by TIMPs might protect against vascular degeneration, especially in brain diseases. Indeed, a previous study has demonstrated that TIMP1 could inhibit MMP-9 expression and prevent BBB disruption and neuronal apoptosis after ischemic injury^41^. In postmortem AD brains, MMP-9 was found to express in close proximity to extracellular amyloid plaques^42^ and mediate tau aggregation^43^, inflammation^44^, and BBB disruption^45^. However, the therapeutic effect of TIMPs on AD pathologies, especially on vascular dysfunction, has been underexplored. Our results indicated that insulin could upregulate TIMPs expression and thereby prevent BBB breakdown and other vascular changes associated with AD. In addition to MMPs, type IV collagenase was also shown to be inhibited by TIMP2 and the inhibition could reduce the proteolytic opening of BBB^46^. The GP6 signaling pathway was also found in the first group and upregulated after insulin treatment. This pathway contains many collagens and laminins that form the basement membrane of the BBB. For instance, collagen VI in this pathway was previously reported to prevent the neurotoxicity engendered by Aβ^47^. 

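The 41 collagen and laminin genes had a median log2 fold change of 0.05 at 10 min (percentile 95.2 among random lists), 0.12 at 20 min (98.6), 0.02 at 40 min (92.1), −0.17 at 80 min (0) and −0.06 at 300 min (0.45). Higher with insulin were 27 of them at 10 min, 28 at 20 min, 22 at 40 min, 11 at 80 min and 15 at 300 min. After the trend along the library sets was taken out, the median at 20 min was −0.00 (percentile 29.8). After trends with length and GC content, for the 33 genes with both, the medians were −0.01 (74.9), 0.06 (98.4), 0.05 (99.5), −0.04 (3.86) and −0.01 (29.2) over the 5 times. Before these trends were taken out, the same 33 genes had −0.17 at 80 min and −0.02 at 300 min. At 40 min the list's mean was 0.50, carried by genes with few counts in most libraries such as COL3A1. Over the pairs the camera adjusted p was 0.918 for a mean of 0.09, above that of all genes in 3 of 5 pairs, and the exact p was 0.8125. By gene, 6 had an unadjusted p under 0.05 in edgeR's test, and 1, COL3A1, passed both when adjusted over the list alone and over all genes.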

Insulin exposure was previously shown to increase the expression of tight junctional proteins in BBB endothelial cells^48^. Additionally, our findings suggest that insulin could also enhance the integrity of the basement membrane. By promoting these changes, insulin could restore BBB integrity and mitigate BBB dysfunction.

The second group, where gene expression increased rapidly upon shorter insulin exposure but decreased upon more prolonged exposure, includes several significantly enriched pathways such as insulin receptor signaling, NGF signaling, and IGF-1 signaling. These pathways were found to be upregulated with a *z* score >1 when the gene expression data at early time points were subjected to IPA analysis (Table 3). The results are physiologically reasonable because insulin is well known to activate these growth factor-stimulated pathways and promote cell proliferation and survival. However, when the gene expression data were subjected to IPA analysis at later time points, the insulin receptor signaling pathway was downregulated (Supplementary Table 3). 

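At the later times, the 15 PI3K, AKT, RAS and ERK genes had a median log2 fold change of −0.00 at 40 min (percentile 52.3), which was 0.01 with TMM scaling, −0.02 at 80 min (23.9) and −0.02 at 300 min (21.7). The mean of the list at 300 min was 0.01. Of these genes 8 were lower with insulin at 40 min, 10 at 80 min and 10 at 300 min. PIK3CD was lower by −0.18, −0.21 and −0.20 at the 3 times, with 95% counting intervals of −0.48 to 0.12, −0.54 to 0.12 and −0.49 to 0.08, so counting error alone allows no change. PIK3R1 was higher in 5 of 5 pairs, with 0.32 at 300 min, a mean of 0.15 ± 0.10 (SD, n = 5 pairs), an exact p of 0.063 and an edgeR adjusted p of 0.788. Over the pairs camera's adjusted p for the list was 0.571 for a mean of 0.03, above that of all genes in 4 of 5 pairs. By gene, 2 had an unadjusted p under 0.05 in edgeR's test and 0 passed when adjusted over the list alone.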

One plausible explanation for this biphasic phenomenon is that long-term exposure to insulin could induce insulin resistance, thus deactivating the insulin signaling pathway. 

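CDK5 lies on chromosome 7 of hg19 from 150750899 to 150755052. Its log2 fold change with insulin was 0.15 at 10 min, −0.24 at 20 min, −0.02 at 40 min, −0.02 at 80 min and −0.19 at 300 min. The control SD was 0.351, widened by the difference between the library sets, and the changes at 10, 20 and 300 min exceeded the SD within the sets (0.115), although that at 20 min was −0.12, of its size, after the trend along the sets. The mean was −0.07 ± 0.16 (SD, n = 5 pairs), higher in 1 of 5 pairs, with an exact p of 0.3125 and an edgeR adjusted p of 0.820. STEM placed it in cluster 6 of group 3. Transcript counts do not measure the activity of the kinase or of its pathway.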

Cyclin-dependent kinase-5 (CDK5) signaling pathway was also enriched in this group and upregulated by insulin, which agrees with a previous study showing that insulin activated Cdk5 and mediated glucose uptake in adipocytes^49^. Further, Cdk5 is shown to colocalize with F-actin in neurons^50^ and control actin dynamics by activating actin-binding proteins such as cofilin^51^. These findings suggest that Cdk5 could be a potential mediator through which insulin activates actin-based processes and regulates the trafficking and barrier function of BBB, as discussed above in the GO enrichment analysis. On the other hand, another enriched pathway, phosphatase and tensin homolog (PTEN) signaling, was downregulated by insulin treatment with a *z* score <−1. It was previously shown that PTEN protein levels are increased upon insulin receptor inhibition, whereas the PTEN expression is reduced upon insulin signaling activation^52^. Further, inhibition of PTEN was shown to improve synaptic function and cognition in both in vitro and in vivo models of AD^53^. Given that intranasal insulin administration was shown to improve cognition in AD patients^54^, our finding provided a potential mechanism by which insulin exerts such beneficial effects.

In the last group where insulin treatment decreased gene expression, the IPA analysis identified several biological pathways that are downregulated. These pathways include inflammation-related pathways, such as interferon signaling, antigen presentation pathway, oxidative phosphorylation, and neuroinflammation signaling pathway. The C-C Motif Chemokine Ligand 2 (CCL2) is a common gene in these pathways whose expression was inhibited by insulin. 

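CCL2 lies on chromosome 17 of hg19 from 32582296 to 32584220. Its log2 fold change was 0.06 at 10 min, −0.46 at 20 min, 0.07 at 40 min, −0.39 at 80 min and 0.01 at 300 min. At 20 min it had 10.1 CPM with insulin and 13.9 CPM in the control (95% counting interval of the log2 fold change −0.65 to −0.27), and at 80 min 9.49 and 12.4 CPM (−0.61 to −0.17). Both decreases exceeded the control SD of 0.235 (0.157 within the library sets), that at 20 min also after the trend along the sets (−0.35), and the other changes did not. The mean was −0.14 ± 0.26 (SD, n = 5 pairs), lower in 2 of 5 pairs, with an exact p of 0.5 and an edgeR adjusted p of 0.794.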

Multiple lines of evidence have shown that CCL2 could promote AD progression. For example, a higher level of CCL2 in CSF was shown to be associated with faster cognitive decline during the early stages of AD^55^. In another study, CCL2 overexpression in the brain activated glial cells and promoted tau pathology in mouse models^56^. The mitochondria dysfunction pathway was also enriched in this group and downregulated by insulin exposure. 

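Genes of the mitochondrial respiratory chain were followed as the 76 nuclear-encoded oxidative phosphorylation genes. Their median log2 fold change was −0.03 at 10 min (57 lower, percentile 0 among random lists), −0.16 at 20 min (73 lower, 0), 0.00 at 40 min (37 lower, 74.5), 0.04 at 80 min (25 lower, 97.4) and −0.01 at 300 min (42 lower, 19.5). Over the pairs the mean was −0.04, below that of all genes in 3 of 5 pairs (camera, adjusted p = 3.40e-05, exact p = 0.375), and camera's adjusted p was 0.522 without the pair of 20 min and between 2.97e-09 and 0.967 over all alternatives. At 40 min the mean was below 0 and the median above it. By gene, 9 had an unadjusted p under 0.05 in edgeR's test, 0 passed when adjusted over the list alone and 0 over all genes. After the trend along the library sets was taken out, the median at 20 min was 0.01 (percentile 15.3). After trends with length and GC content it was −0.01 at 10 min (83.9), −0.05 at 20 min (1.21) and 0.01 at 80 min (11.95). Group 3 held 14 of the 76 genes, where random matched lists gave 7.24 on average (percentile 99.2).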

Mitochondrial damage has been proposed as a major contributor to AD pathogenesis as healthy mitochondria support critical neuronal activities and prevent brain cells from oxidative stress^57,58^. Further, cerebrovascular endothelial mitochondria dysfunction has been reported in CAA and aggravates disease progression^59^. However, the crosstalk between insulin signaling and mitochondrial dysfunction pathways is yet to be elucidated. Our results demonstrated that insulin triggers pathways that could potentially prevent mitochondria dysfunction in BBB endothelial cells and provide novel directions for future research.

In conclusion, we conducted a time-series RNA-Seq analysis of insulin-treated hCMEC/D3 cell monolayers to decipher insulin-responsive pathways in the BBB endothelium. The pathway analyses identified biological processes and signaling pathways that are activated or inhibited by insulin treatment, and these pathways were found to modulate BBB integrity and function. These findings unravel the dynamics of insulin action on the BBB endothelium and allows for the identification of critical molecular mediators and pathways associated with BBB dysfunction. We will further investigate how these pathways are disrupted in AD, especially in patients with T2DM. While this study has mainly focused on capturing the transcriptomic changes upon insulin treatment, further experiments are needed to interrogate if they are translated to changes in protein expression. From the resultant data, insulin-responsive genes/proteins that regulate BBB integrity and function could be identified for functional validation studies.

## Methods

### Cell culture and Illumina TruSeq v2 mRNA protocol

The hCMEC/D3 cell line was kindly provided by P-O Couraud (Institut Cochin, France). The cells were seeded at 50,000 cells/cm^2^ on 24 mm Transwell^®^ inserts (Corning Inc., Corning, NY) precoated with collagen and cultured under 5% CO_2_ at 37 °C in endothelial cell growth basal medium-2 (Lonza, NJ) containing 5% of fetal bovine serum. Various supplements including 1 ng/ml human basic fibroblast growth factor (PeproTech, NJ), 1% chemically defined lipid concentrate (Gibco, NY), 10 mM HEPES, 5 µg/ml ascorbic acid, 1.4 µM hydrocortisone, and 1% penicillin-streptomycin (MP Biomaterials, OH) were added to the cell culture medium. A confluent and polarized monolayer was formed after culturing for seven to nine days, as observed under the microscope. Based on our previous studies, polarized endothelial cell monolayers formed under these conditions exhibited transendothelial electrical resistance values ranging between 80 and 120 Ω/cm^2^. The experiments were conducted as outlined in our previous publication^60^, where we presented a comprehensive transcriptomic analysis (>900 million reads) of untreated hCMEC/D3 monolayers. In this study, the same BBB model was treated with 100 nM insulin at various time points (*t* = 10, 20, 40, 80, and 300 minutes). This insulin concentration has been widely used for in vitro investigations and was shown to activate downstream signaling pathways in endothelial cells^61–63^. We also harvested synchronized control hCMEC/D3 cell monolayers without insulin treatment at the respective time points, as shown in Fig. 5. Paired-end RNA libraries from insulin-treated and control hCMEC/D3 cell monolayers were prepared according to the manufacturer’s instructions using TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, CA). Briefly, poly-A mRNA was purified from total RNA using oligo dT magnetic beads for ribosomal RNA depletion. Double strand cDNA was synthesized and enriched by 12 cycles of PCR. The resultant average RNA integrity number was 8.3 (±0.7). The libraries were sequenced as 51 × 2 paired-end reads on an Illumina HiSeq 2000 using TruSeq SBS sequencing kit (version 3) and HCS data collection software (version 2.0.12.0)^60^. Base-calling was performed using Illumina’s RTA (version 1.17.21.3).

**Fig. 5:**
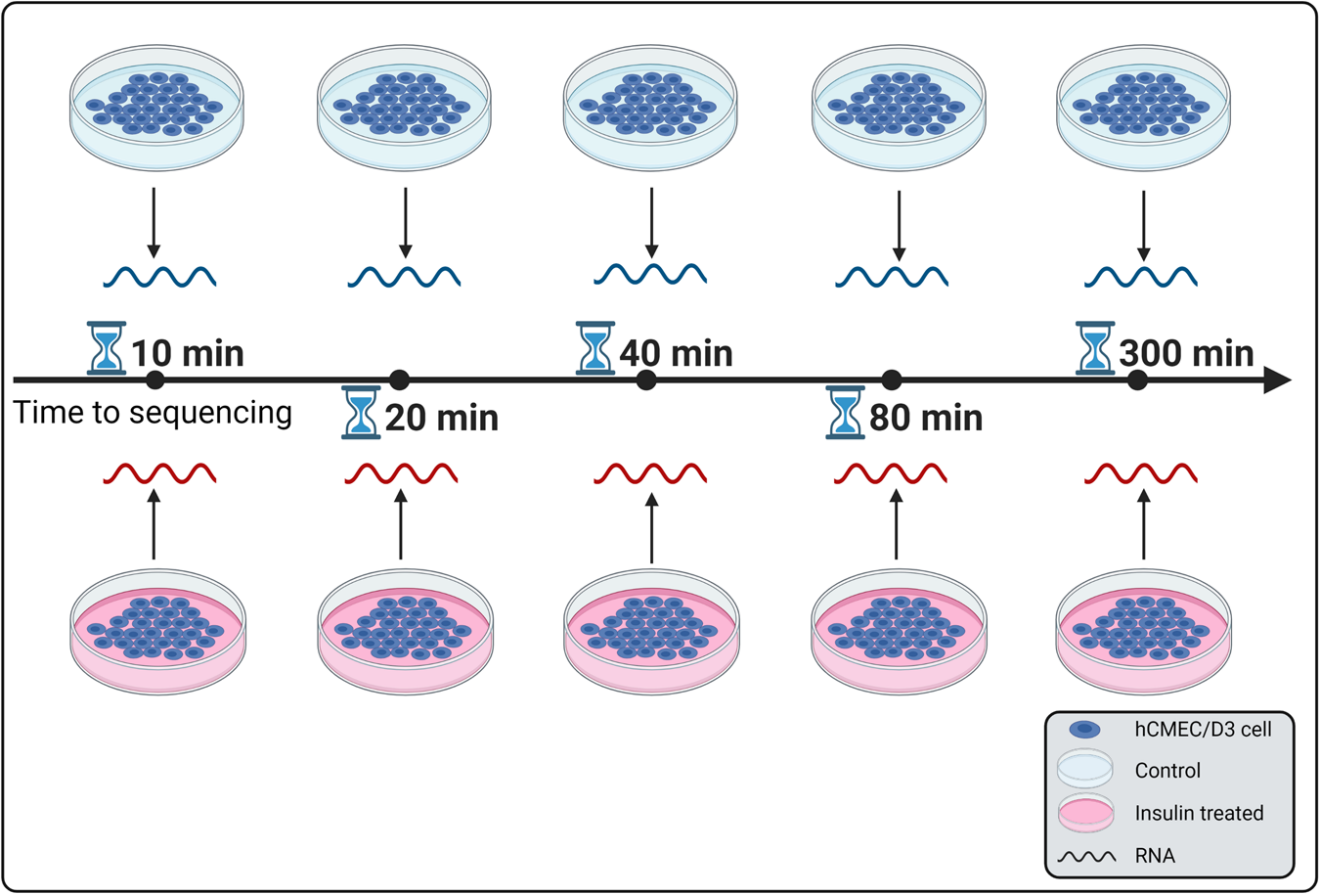
RNA-Sequencing experimental design. Human cerebral microvascular endothelial cell (hCMEC/D3) monolayers were treated with and without insulin for 10, 20, 40, 80 and 300 minutes. Paired-end RNA libraries from control and insulin-treated cell monolayers were then prepared.

### Cell viability assay

The cell viability was assessed using the Live/Dead staining viability/cytotoxicity Kit (Molecular Probes, Inc., Eugene, OR) according to the manufacturer’s instructions. In brief, a combination of calcein-AM and ethidium homodimer-1 (EthD-1) was used to stain the cells. Calcein-AM is well retained by live cells and is metabolically converted by intracellular esterase to produce a green fluorescence. EthD-1 is excluded from live cells but enters dead cells and produces a red fluorescence upon binding to nucleic acids. After incubation with insulin, the cells were trypsinized, resuspended in PBS, and were incubated with the dyes at room temperature for 15–20 minutes. The stained cells were analyzed by flow cytometry.

### Western blotting

Following the treatment with insulin for 40 and 300 minutes, the cells were washed three times with PBS and lysed with RIPA buffer containing protease and phosphatase inhibitors (Sigma-Aldrich, St. Louis. MO). Total protein concentrations in the lysates were determined by bicinchoninic acid (BCA) assay (Pierce, Waltham, MA). The lysates (25 µg protein per lane) were loaded onto 4-12% Criterion XT precast gels and proteins were separated by SDS-PAGE under reducing conditions (Bio-Rad Laboratories, Hercules, CA). The proteins were then electroblotted onto a 0.45 µm nitrocellulose membrane, blocked with 5% nonfat dry milk protein (Bio-Rad Laboratories, Hercules, CA), and incubated overnight at 4 °C with primary antibodies against IR-β (1:1000, #3025, Cell Signaling Technology, Denvers, MA) and GAPDH (1:1000, #5174, Cell Signaling Technology, Danvers, MA). Afterwards, the membrane was incubated with IR-dye conjugated secondary antibody (1:2000, catalog #LIC-926-32211) for 1 h at room temperature. All blots were derived from the same experiment and were processed in parallel. Immuno-reactive bands were then imaged (Odyssey CLx; LI-COR Inc, Lincoln, NE) and the band intensities were quantified by densitometry (Image StudioTM Lite Software, LI-COR Inc, Lincoln, NE). Uncropped scans of the blots were presented in Supplementary Fig. 3.

### RNA-Seq data processing and gene expression quantification

After paired-end transcriptome sequencing, the RNA-Seq data of the control and treated samples were processed using the MAP-RSeq to obtain various genomic features from the RNA-Seq experiment. The MAP-RSeq pipeline, a comprehensive computational workflow developed at the Mayo Clinic^64^, allowed us to obtain multiple genomic features, such as gene expression, exon counts, and fusion transcripts from RNA-Seq data. MAP-RSeq also provided quality control reports and summary statistics of the sequencing reads. The reads were mapped to the human genome reference hg19 build. Then the total number of reads mapped reads, reads mapped to the genome, and the numbers of reads mapped to junctions were obtained for each sample. Gene expression counts were quantified using the HTSeq module (http://www-huber.embl.de/users/anders/HTSeq/doc/count.html) from MAP-RSeq pipeline for control hCMEC/D3 monolayers and matched insulin-treated hCMEC/D3 monolayers. 

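In a principal component analysis of log2 CPM over 11825 genes with at least 1 CPM in all libraries, the first component held 89.5% of the variance and the second 3.76%. The libraries of 10, 40 and 80 min of both treatments lay between −30.7 and −27.7 on the first component. The libraries of 20 and 300 min lay far from them, at 21.7 (insulin, 20 min), 38.3 (control, 20 min), 55.6 (insulin, 300 min) and 57.8 (control, 300 min). On none of the first 3 components did the insulin-treated libraries lie on the same side of their controls at all 5 times. The paper's text names no culture or sequencing batch.

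**Figure D4:**
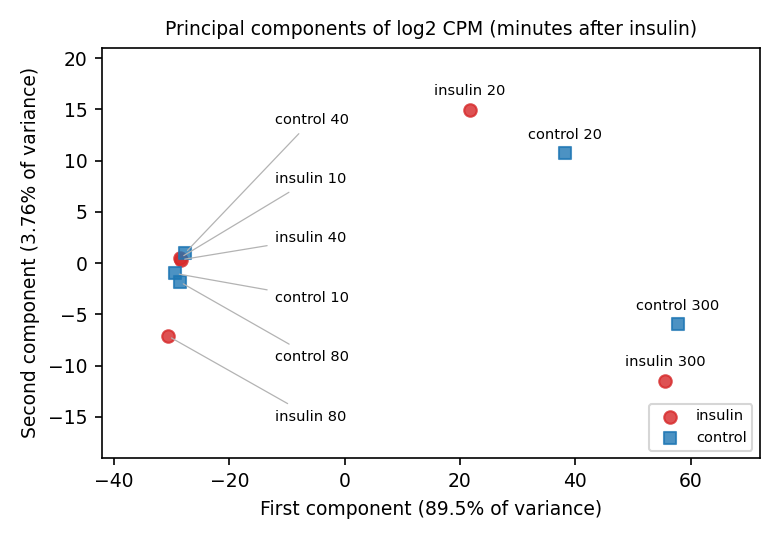
The 10 libraries on the first (89.5% of variance) and second (3.76%) principal components of log2 CPM, insulin-treated and control, labelled with minutes. The libraries of 20 and 300 min lie to the right, at 21.7 to 57.8, and the other 6 to the left.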

Principal component analysis and gene expression data analysis for five treatment and control pairs were conducted using the R programming language. The bioinformatics and statistics workflow was presented in Supplementary Fig. 4.

### Time-series gene expression analysis

Normalized gene expression data was used for time-series data analysis. We determined the difference between the paired samples (insulin-treated versus control hCMEC/D3 monolayers) at all five-time points for every gene. The resulting gene expression differences were then provided as input to the Short Time-series Expression Miner (STEM)^13^ method to identify clusters of genes with distinct and representative patterns. STEM is an application specifically designed for the clustering analysis of short time-series gene expression data (3-8 time points). The STEM method identifies profiles/clusters of statistically significant genes based on the correlation coefficient (the minimal default correlation is 0.7). In the STEM software, we chose parameter options: the maximum number of model profiles = 50, a maximum unit change in model profiles between time points = 2, and the clustering method = STEM. The significance of a cluster is determined by STEM software based on a binomial distribution by comparing the actual number of genes assigned to the group against the expected number of genes.

### Gene set and pathway analysis

The top profiles/clusters of genes identified by the STEM software were retrieved and used to conduct overrepresentation analysis using the webGestalt software and gene ontology database^65^. Pathway analysis of genes from the significant clusters was performed using Ingenuity pathway analysis software (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) to predict pathways that are activated or inhibited after insulin treatment.

## Supplementary information

Supplementary information

## Data Availability

The data are available in the GEO database and the accession ID is GSE195781.

# Supplementary material for: Mapping the dynamics of insulin-responsive pathways in the blood–brain barrier endothelium using time-series transcriptomics data
**Source:** NPJ Syst Biol Appl. 2022 Aug 16;8:29. doi: 10.1038/s41540-022-00235-8
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary information

### Mapping the dynamics of insulin-responsive pathways in the blood-brain barrier endothelium using time-series transcriptomics data

Zengtao Wang<sup>1, \*</sup>, Xiaojia Tang<sup>2, \*</sup>, Suresh K. Swaminathan<sup>1</sup>, Karunya K. Kandimalla<sup>1, \$</sup>, Krishna R. Kalari<sup>2, \$</sup>

**\* Authors contributed equally**

**\$- Co-Corresponding Authors**

**Krishna R. Kalari**

Department of Quantitative Health Sciences,  
Mayo Clinic, Rochester  
MN 55901, USA.

**Karunya K. Kandimalla,**

Department of Pharmaceutics and Brain Barriers Research Center,  
College of Pharmacy,  
MN 55455, USA.

## Supplementary Figures

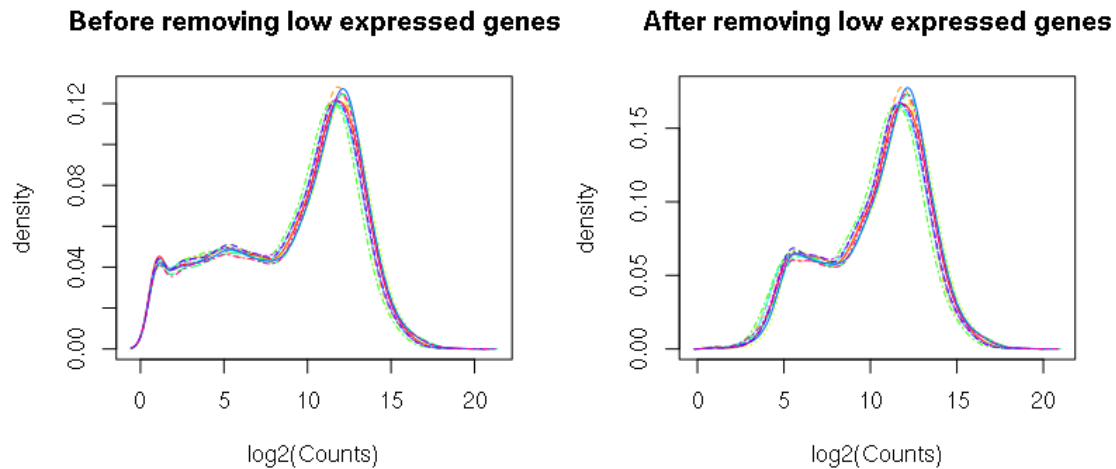

**Supplementary Figure 1.** The density plot of the raw counts and filtered counts of all 10 samples (after removing low expressed genes with  $<32$  counts of all samples). It can be seen that the raw counts (left) has a peak around 0 (not expressed gene) and a wide peak around 32 (relatively low expressed genes,  $\log_2 32 = 5$ ). After removing the genes that were not expressed (raw counts  $<32$  in all samples, right panel), the peak around 0 was gone and a more defined peak for those relatively low expressed genes.

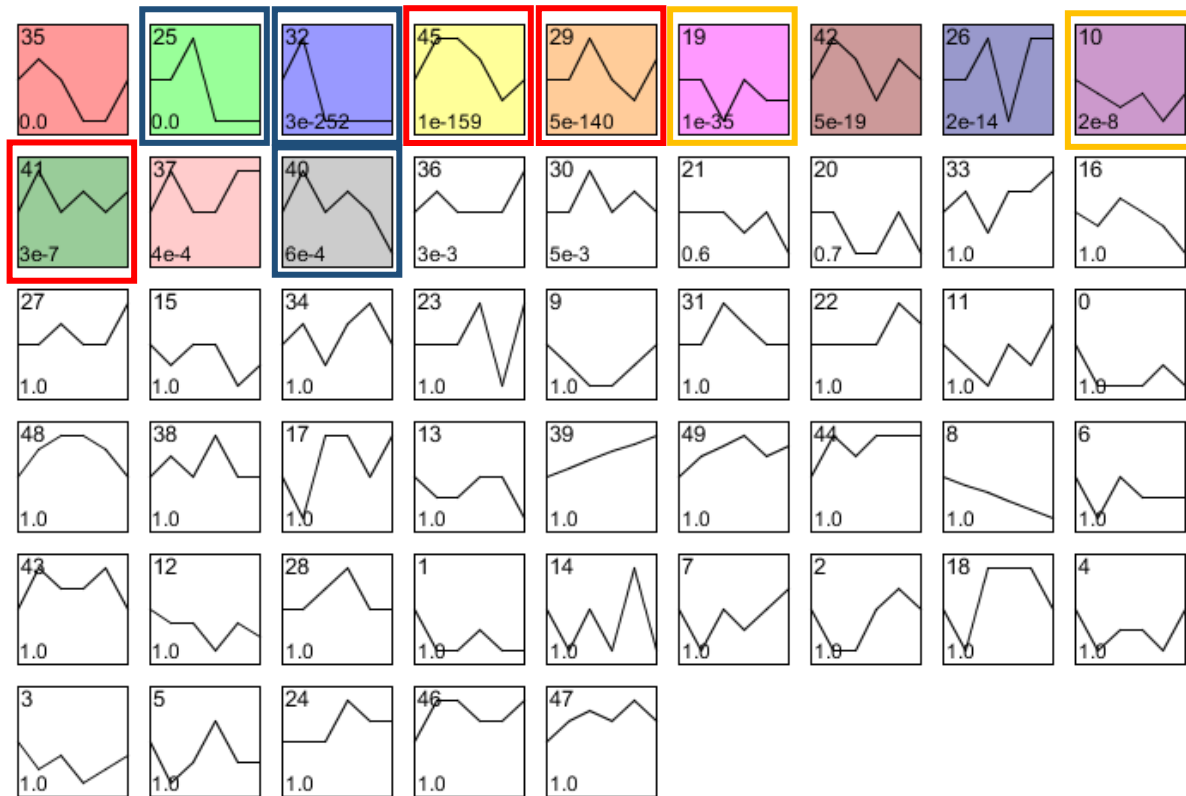

**Supplementary Figure 2.** 50 gene profiles defined by STEM that display various temporal patterns. 12 profiles were found to be significant (colored). Profiles are ordered based on the p-value (shown in the bottom-left corner). The profile number is displayed in the top-left corner. 8 significant profiles are divided into three groups based on the temporal change patterns and enriched pathways. Group1 (red box): profile 45, 29, 41; Group2 (blue box): profile 25, 32, 40; Group3 (yellow box): profile 19, 10. In each profile, the x axis indicates the time points, y axis is the log fold change of gene expression.

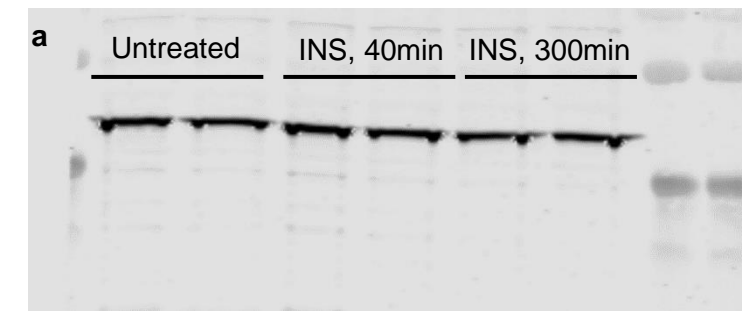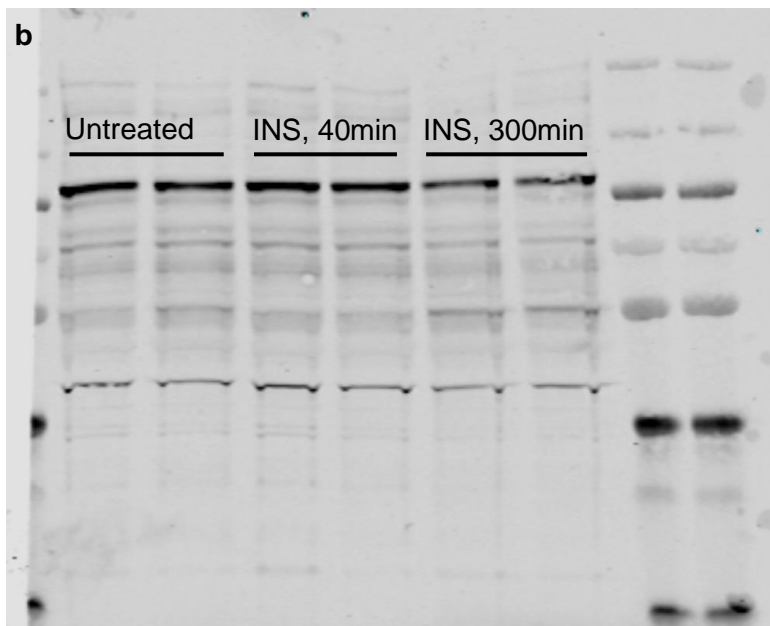

**Supplementary Figure 3.** Uncropped scans of western blots. (a) GAPDH (b) Insulin receptor- $\beta$

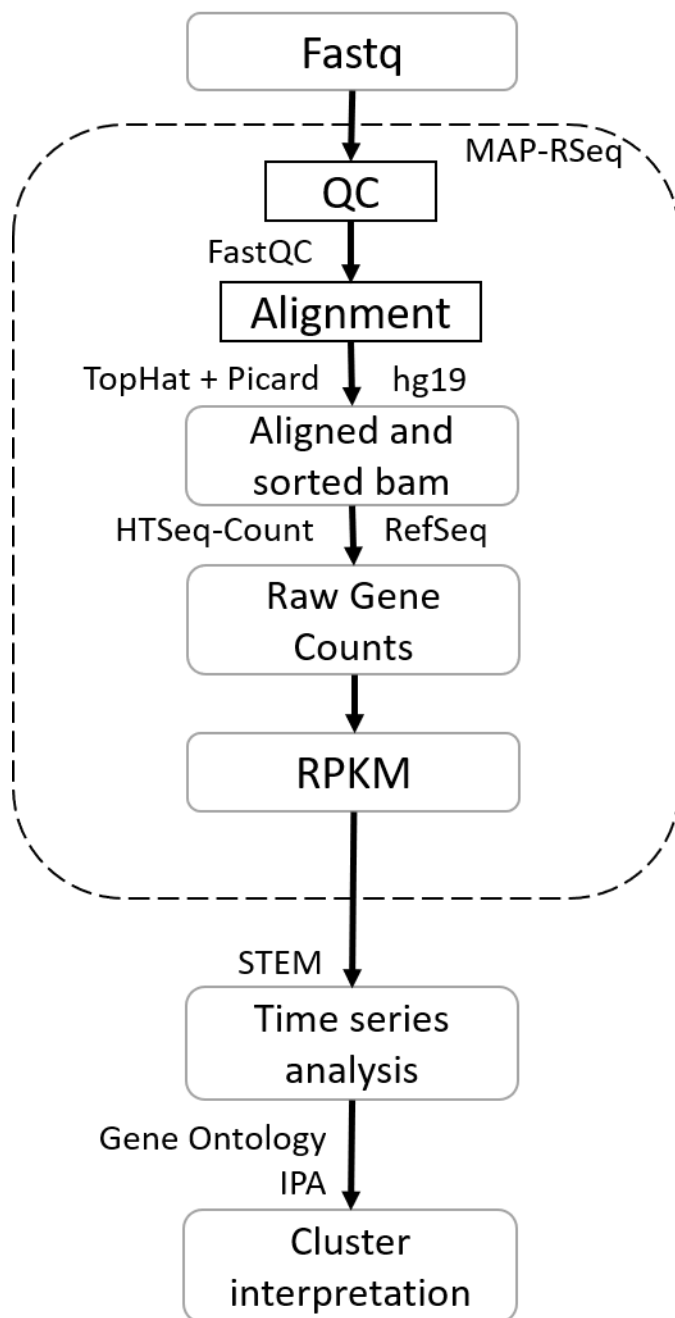

**Supplementary Figure 4.** Flow chart demonstrating steps performed in the bioinformatics analysis. All software used were notated in the flowchart.

## Supplementary tables

**Supplementary Table 1.** Correspondence between cluster number as used in main manuscript and profile number in STEM software

| Profile number in STEM | Cluster number in main manuscript |
|------------------------|-----------------------------------|
| 35                     | 1                                 |
| 25                     | 2                                 |
| 32                     | 3                                 |
| 45                     | 4                                 |
| 29                     | 5                                 |
| 19                     | 6                                 |
| 42                     | 7                                 |
| 26                     | 8                                 |
| 10                     | 9                                 |
| 41                     | 10                                |
| 37                     | 11                                |
| 40                     | 12                                |

**Supplementary Table 2.** GO enrichment analysis of genes in each cluster.

| Group | Cluster | Top GO pathways                                          |
|-------|---------|----------------------------------------------------------|
| 1     | 4       | extracellular matrix structural constituent              |
|       |         | basement membrane                                        |
|       |         | blood vessel development                                 |
|       |         | cardiovascular system development                        |
|       |         | vasculature development                                  |
|       | 5       | basolateral plasma membrane                              |
|       |         | anatomical structure formation involved in morphogenesis |
|       |         | blood vessel development                                 |
|       |         | cardiovascular system development                        |
|       |         | vasculature development                                  |
|       | 10      | epithelial cell development                              |
|       |         | establishment of protein localization to plasma membrane |
|       |         | sprouting angiogenesis                                   |
|       |         | angiogenesis                                             |
|       |         | blood vessel endothelial cell migration                  |
| 2     | 2       | cytoskeleton organization                                |
|       |         | cytoskeleton                                             |
|       |         | movement of cell or subcellular component                |
|       |         | microtubule-based process                                |
|       |         | microtubule cytoskeleton                                 |
|       | 3       | regulation of actin filament-based process               |
|       |         | regulation of actin cytoskeleton organization            |

|   |    |                                                        |
|---|----|--------------------------------------------------------|
| 3 | 12 | actin nucleation                                       |
|   |    | regulation of actin polymerization or depolymerization |
|   |    | actin filament polymerization                          |
|   |    | actin cytoskeleton                                     |
|   |    | exocytic vesicle membrane                              |
|   |    | transport vesicle membrane                             |
|   | 6  | cell projection organization                           |
|   |    | regulation of regulated secretory pathway              |
|   |    | cellular response to type I interferon                 |
|   |    | type I interferon signaling pathway                    |
|   |    | response to type I interferon                          |
|   |    | immune response                                        |
| 9 | 9  | cytokine-mediated signaling pathway                    |
|   |    | response to interferon-gamma                           |
|   |    | cellular response to interferon-gamma                  |
|   |    | defense response                                       |
|   |    | interferon-gamma-mediated signaling pathway            |
|   |    | innate immune response                                 |

**Supplementary Table 3.** Ingenuity pathway analysis of the gene expression from group 2 at later time points

| Ingenuity Canonical Pathways | z-score | p-value   | Ratio |
|------------------------------|---------|-----------|-------|
| Autophagy                    | -3.202  | 0.0000000 | 0.202 |
| Insulin Receptor Signaling   | -2.414  | 0.0000000 | 0.221 |
| CDK5 Signaling               | -1.964  | 0.0000016 | 0.214 |
| NGF Signaling                | -4.69   | 0.0000138 | 0.195 |
| IGF-1 Signaling              | -2.683  | 0.0000186 | 0.202 |
| Senescence Pathway           | -3.904  | 0.0000324 | 0.141 |
| PTEN Signaling               | 3.962   | 0.0000347 | 0.173 |
| AMPK Signaling               | -3.578  | 0.0000398 | 0.149 |

How the deposited data were processed for this re-analysis (not part of the article)

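Counts per gene were analysed for 10 libraries of hCMEC/D3 monolayers, 5 insulin-treated (100 nM) and 5 control, with 1 library for each treatment at 10, 20, 40, 80 and 300 min. The authors sequenced poly-A RNA as paired reads of 51 bases, aligned them to hg19 in the MAP-RSeq pipeline and counted them on RefSeq genes with HTSeq, and they deposited these counts without normalization for 19971 genes. All columns were matched to samples by their labels. Every value was even, which was read as each pair counted as 2. The library totals were between 58807916 and 93570688 counts, and 17215 to 17793 genes had a count. The RPKM values that the paper used were not used here, since a gene's length cancels in the ratio of a pair and the count totals stand in for the mapped reads.

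The following choices were made before the data were examined. Genes with at least 32 counts in at least 1 library were kept (14522), after the legend of Supplementary Fig. 1. Counts were scaled by library totals. Log2 fold changes of a pair used CPM with 0.5 count added and 1 added to the total, and their 95% intervals took 2 counts as 1 read pair. PCR copies were not removed by molecular identifiers, so the intervals cover counting error only. Insulin was tested against control over the 5 pairs with edgeR 4.0.16 (quasi-likelihood test without robust fitting, time point as block, Benjamini-Hochberg threshold of 0.05), and an interaction compared its effect at 10 and 20 min with that at 40, 80 and 300 min. The paper's text does not say which times are early, and this division follows where the means of clusters 2 and 3 and INSR change sign in the paper's figures. The time point pairs the libraries in the study's design, and the deviations of the libraries of a pair from their treatment means correlated across genes with r of 0.683, 0.615, 0.600, 0.696 and 0.860 from 10 to 300 min. Named genes also received a two-sided exact sign-flip permutation test over the 5 pairs.

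The genes named are the 41 that the study names in its text or Table 2 or that encode PI3K, AKT, RAS or ERK, whose behavior in the paper's tables was known, and then the 5 genes each way with the largest mean change among those past the threshold and of the same sign in every pair. None passed in edgeR, so the 3 genes each way with the largest mean change among same-sign genes with at least 10 CPM were taken, as set beforehand, which made 47 genes. Over the 41 study-named genes, 7 had an unadjusted p under 0.05 in edgeR's test, 0 passed when adjusted over the list alone and 0 over all genes. Since the study chose these genes on the same libraries, these counts are not independent evidence.

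Gene lists numbered 15: the Table 2 genes of groups 1, 2 and 3, TIMP genes, PI3K, AKT, RAS and ERK genes, 5 other genes the text names, collagen and laminin genes, interferon-stimulated genes, oxidative phosphorylation genes, actin cytoskeleton genes, immediate early genes, FOXO target genes, sterol synthesis genes, cytosolic ribosomal protein genes and replication-dependent histone genes. They were written from the paper, from symbol patterns or from general knowledge. Over the pairs they were tested with camera (limma 3.58.1) at its preset correlation, adjusted over the 15 lists, and with an exact sign-flip test. At each time point a list's median was placed among those of 10000 random lists drawn from 20 bins of expression. These draws treat the genes of a list as unrelated, so the percentiles are no test of insulin.

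STEM itself was not run. Its method was written anew from the paper's description: 50 profiles with a maximum unit change of 2 as drawn in Supplementary Fig. 2, assignment by the highest correlation, expected numbers over all permutations of the 6 points including the added 0, and a binomial test with Bonferroni adjustment. Groups were assembled from the paper's clusters 4, 5 and 10, clusters 2, 3 and 12, and clusters 6 and 9.

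The alternatives covered TMM factors, DESeq2 size factors, DESeq2's Wald test (1.42.0), limma voom, no block, other count filters, 8 counts added in place of 0.5, fry, an estimated correlation, other early and late times, other STEM settings and each pair left out in turn. Added after seeing the data were counts halved to read pairs and the SD of the controls within the library sets. So were 8 other scalings or transformations ahead of STEM and a trend along the library sets taken out at 20 min. Exchanges of insulin and control within pairs were also added then. Gene length came from the deposited table and GC content from the reference, matched by symbol for 95.8% of 12438 genes.

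The scripts were tested on simulated data with 200 changed genes among 14522. For changes of 1 on the log2 scale, edgeR recovered 100% over the 5 pairs with 12 false calls, DESeq2 100% with 12 and limma voom 100% with 13, and edgeR's interaction recovered 92.5% with 6. For changes of 0.3, edgeR recovered 80% with 8 false calls. The planted changes were equal in all pairs they covered and lay in genes with higher counts. These rates therefore do not hold for an effect that varies with time or for genes with few counts. A simulated list shifted by −0.30 was found by camera (adjusted p = 2.83e-80), which also called 1 other list. Genes planted on 3 STEM profiles were recovered at 100%. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3, were used. The GO and IPA enrichments were not analysed here, since their databases are not among the materials, nor were the protein and viability data. Values of some named genes, and of the list of 5 other genes, are not reported here.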

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

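Among the tests in this part, the count of other choices of pairs and the trends taken out at 20 min were chosen after the result was seen, and the list of fibroblast markers and the rule for genes counted in 1 library were written after some of those genes had been noticed.

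In 64 groups of 5 values, mostly the log2 fold changes of a named gene at the 5 times, the highest or lowest value was set against the others by Dixon's ratio (critical value 0.71). The ratio was exceeded in 5, where chance gives about 1 in 20, or 3.2. Among them were BMP1 at 80 min (−0.33), HIPK2 at 20 min (0.73), SLC5A3 at 20 min (0.55) and GADD45B at 20 min (−0.87). Of these 4, 3 lie at 20 min. There the fold changes of 12438 genes correlated across genes (r = −0.54) with a difference between library sets. It is that of the 300 min libraries from those of 10, 40 and 80 min, without the 20 min libraries. At the other times r was −0.10 to 0.03, and genes are not independent replicates. The insulin and control libraries of 20 min lie at different places along that difference, which may contribute to outlying values at 20 min. After this trend was taken out, HIPK2 changed by 0.36, SLC5A3 by 0.24 and GADD45B by −0.86. An effect of insulin at that time stays open as well, since 1 library of each treatment does not tell it from a difference between cultures. For BMP1 at 80 min no technical explanation was tested.

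The effect of insulin at 10 and 20 min differed from that at 40, 80 and 300 min for 1 gene, C5orf38 (hg19 chromosome 5, 2752262 to 2755511), with a difference of −6.96 on the log2 scale in edgeR's interaction (adjusted p = 0.00071). This fitted value depends on counts near 0. The gene had 1192 counts in the control of 20 min, 8 in the insulin-treated library of 20 min, 544 (insulin) and 480 (control) at 300 min, 2 in the insulin-treated library of 80 min and 0 in the other 5. The direction of the difference therefore comes from the control of 20 min. Other choices of 2 pairs as the early ones gave as many genes in 4 of 10 splits, the real one included, and a design with 10 splits cannot exclude chance at 0.05. Without the pair of 20 min edgeR called 0 genes (578 under 0.05 unadjusted). No biological explanation was tested.

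Genes counted almost only in 1 library, which the paper does not discuss, were searched for as those with at least 100 counts and 20 times the CPM of the next library, and 7 were found. COL3A1 had 85.9 CPM (8024 counts) in the insulin-treated library of 40 min and 1.92 CPM in the next, DCN had 1040 counts and ADH1B 274 counts in the same library. LOC283214 had 812 counts in the insulin-treated library of 20 min, DNMT3L 3830 and LOC649133 736 in the control of 20 min, and METTL24 1286 in the control of 300 min. A gain of a chromosome segment is argued against by the neighbouring genes. Their median log2 difference in the same library ranged from −0.27 (METTL24) to 0.13 (LOC283214), with a median of −0.013 over the 7 genes. For ADH1B and DCN it rests on 2 neighbours each. For COL3A1, DCN and ADH1B, RNA of fibroblast-like cells is a candidate explanation. Of 38 listed fibroblast markers, 31 had not been noticed before, and their median log2 fold change at 40 min was 0.33 (24 higher), at percentile 100 of random lists, against 44.2, 4.55, 0.36 and 43.6 at 10, 20, 80 and 300 min. Of these 31 genes, 19 had at least 1 CPM in all control libraries, so hCMEC/D3 also expresses them. Of the 7 under 1 CPM in all controls, 6 were higher at 40 min. Among the abundant markers, COL1A1 had 84.6 CPM with insulin and 36.2 CPM in the control of 40 min, COL1A2 174 and 124 CPM, and COL6A3 22.3 and 3.82 CPM, while FBN1 (393 and 381 CPM), COL5A1 (110 and 114), COL12A1 (41.4 and 46.9) and GREM1 (26.8 and 34.6) changed little or were lower. A change within the endothelial cells of that culture stays open. For the genes of the other libraries no explanation beyond copy number was tested.

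FOS (hg19 chromosome 14, 75745481 to 75748937), which the paper does not discuss, had a log2 fold change of 3.53 at 20 min, with 199 CPM with insulin and 17.2 CPM in the control. FOSB (3.17) and EGR1 (1.67) were also higher at that time. After the trend along the library sets was taken out, FOS still changed by 2.72, which argues against that trend as the whole cause. At 10 min FOS changed by −0.23 and at 40 min by −0.41. The SD of its log2 CPM over the 5 control libraries was 1.98 (1.15 within the library sets), so controls differed widely as well. A response to insulin at 20 min and a difference in the handling of the 2 cultures both stay open, as untested.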

How the results depend on the processing

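The alternatives chosen after the results were seen are the counts halved to read pairs, the scalings or transformations ahead of STEM other than TMM and DESeq2 size factors, and the trend taken out at 20 min, and so are the SD within the library sets and the splits of the libraries counted for edgeR and the gene lists.

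Of 14522 genes, edgeR called 6 over the 5 pairs (891 under 0.05 unadjusted), and between 4 and 8 with TMM factors, DESeq2 size factors, halved counts or 1 pair left out. With TMM or DESeq2 size factors all 6 were among the 8 called, and without the pair of 20 min 2 of the 6 were among the 4 called. Limma voom called 0 (913 under 0.05 unadjusted), and DESeq2's Wald test 7 (700), sharing 0 with the 6. Requiring at least 1 CPM in 5 libraries left 12444 genes and 0 calls (749). This filter removes genes counted in 1 library alone, which made up 5 of the 6. It also removes MT1H, which reached 1 CPM only in the controls of 20 and 300 min, so the filter does not test the 6 genes. Without a filter beyond 1 count, 11 of 19457 genes were called, the 6 included. Without the pairing of the libraries, that is with no replicate block, 0 were called (82 under 0.05 unadjusted), as the differences between time points then enter the spread. Of the 16 splits that part all 5 pairs, 1, the real one, gave as many genes, and with 16 splits a share under 0.05 cannot be reached. The other 24 splits drawn part fewer pairs.

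The interaction of early and late times called 1 gene, and 0 with DESeq2's Wald test (469 under 0.05 unadjusted). With 1 pair left out it called from 0 (pair of 20 min, 578 unadjusted, or of 300 min, 620) to 373 (pair of 10 min, 2373). With 10 min left out the early effect rests on 1 pair, that of 20 min. The cause was not tested further. With TMM, DESeq2 size factors or other limits of early and late it called 1.

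Of the 15 gene lists camera called 5, and fry and an estimated correlation called 0, with 0 lists under 0.05 unadjusted and lowest adjusted p of 0.851 and 0.967. Without the block 2 lists were called, interferon-stimulated genes and FOXO targets. With 1 pair left out, 3 to 6 lists were called. Without the pair of 20 min, the Table 2 genes of group 3, oxidative phosphorylation and sterol synthesis were no longer called, without that of 80 min interferon, FOXO targets and sterol synthesis, and without that of 300 min FOXO targets and sterol synthesis. Ribosomal protein genes were called without the pair of 40 or 80 min and with TMM or DESeq2 size factors. Of the 16 splits that part all pairs, 11 gave as many lists, so chance is not excluded. The mean of the immediate early genes changed sign, from 0.11 to −0.022 without the pair of 20 min (adjusted p = 0.0108 in camera), and it was up to 0.21 with another pair left out (40 min). The cause of these changes was not tested.

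In STEM 15 profiles with 8793 genes were significant. A minimum change of 0.5 left 2306 genes in significant profiles and 571, 544 and 278 in groups 1, 2 and 3, and one of 1 left 754, 216, 214 and 89, as fewer genes enter. Counts without scaling gave 6 significant profiles, with 259 genes in group 2 and 4324 in group 3. A constant per time point that brings INSR to Fig. 2d gave 3486 genes in group 1 and 2255 in group 2. With the trend taken out at 20 min, group 3 held 665 genes. The cause of these last changes was not tested. Under TMM, DESeq2 size factors, 8 counts added, other filters and correlation limits, all 5 STEM results stayed within 1.5 times, while of the paper's 12 clusters 6 were significant with TMM and 5 with DESeq2 size factors, against 8. Exchanging insulin and control within pairs gave 7530 to 9170 genes, as many as the real assignment in 5 of 16 exchanges, so chance is not excluded for this number. The real assignment had 8 of the paper's 12 clusters significant and the 15 exchanges 3 to 7, and the paper found these clusters in the real assignment of the same libraries.

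The count filter removed 5449 genes and, with the minimum set on the sum, 3361, since a sum reaches it more easily. Of 235 log2 fold changes of named genes, 15 changed sign with TMM factors, 18 with DESeq2 size factors and 1 with 8 counts added, the largest of 0.024. The control SD was exceeded by 32 of the 235, and the SD within the library sets, a yardstick chosen after the data were examined, by 109. Since a fold change is a difference of 2 libraries, many values can pass this SD of single libraries without an effect of insulin. At 20 min 36 of 47 genes exceeded the SD within the sets, and 20 after the trend along the library sets was taken out, with 15 changes of sign. Of the medians of lists at single times, 13 moved with TMM factors, and for the lists reported those whose sign changed are given at the claims. The median of the 5 other genes the text names also changed sign, from 0.013 to −0.009 at 10 min. With 1 CPM required in all libraries, the median difference was 0.0699 for insulin-control pairs and 0.0739 for controls of one set, so insulin-control pairs again differed no more than controls. The controls differ in time and the libraries of a pair do not, so an effect of insulin is not excluded. The means of 29 of the 47 named genes kept their sign with any pair left out, and those of 18 did not. The all-gene medians were at most 0.03 in size under each of these scalings. Depth limits low genes, as for CCL2 at 20 min, whose 10.1 and 13.9 CPM gave a counting interval of −0.65 to −0.27, and 1 library per condition limits every value at a single time.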

Differences from the paper's values

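The trends with length and GC content were taken out of list medians after the results were seen, no other test in this part was chosen then, and alternatives chosen then are named as such.

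The filter removed 5449 genes here and the paper's value is 3401. With fewer than 32 counts summed over the 10 libraries 3361 were removed, close to the paper's value, and with the average count 6301. The summed filter was set before the data were examined, and the legend of Supplementary Fig. 1 names the minimum without a sum. The counts per library were 58.8 to 93.6 M here, and the paper's read depth is 92 to 149 M. The paper's value is of reads and the one here of counts on genes, so they are not the same quantity, and no alternative changes the total.

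Cluster 1 held 502 genes here and the paper's value is 1185, cluster 2 held 594 and the paper's value is 1115, and cluster 6 held 859 and the paper's value is 458. All alternatives set before the data were examined also differed for these 3. Cluster 3 held 506 and the paper's value is 902. Without a filter beyond 1 count it held 632, within 1.5 times, and under the other alternatives set before the data were examined it differed. Cluster 8 held 720 and the paper's value is 376, with TMM factors (514) and DESeq2 size factors (507) within 1.5 times and the others not. Group 2 held 1473 and the paper's value is 2279, with 1663 when 32 counts were summed and 1833 without a filter within 1.5 times and the others not. Group 3 held 1180 and the paper's value is 758, with 1113 when 8 counts were added within 1.5 times and the others not.

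Of the settings added after seeing the values, the constant per time point that brings INSR to Fig. 2d gave 1604 genes in cluster 1, 1101 in cluster 2, 859 in cluster 3, 483 in cluster 6, 2255 in group 2 and 963 in group 3, all within 1.5 times, and 11 of the paper's 12 clusters were significant, so it drops 1. It moved clusters 4 (1311), 5 (1479), 10 (696) and group 1 (3486) away from the paper's values, and cluster 8 (663) came nearer and stayed beyond 1.5 times. It also gave 10380 genes in significant profiles, beyond 1.5 times the paper's 6880, while the main settings gave 8793, within it. The trend taken out at 20 min, also chosen after seeing the values, gave 388 genes in cluster 6 and 665 in group 3, with 6 of the paper's 12 clusters significant, so it drops 6. Upper quartile scaling, chosen then too, gave 552 genes in cluster 8 with 8 of the 12 significant, so it drops 4. The main settings had 8 of the 12 significant and drop 4. In Table 1 the paper's clusters 4, 5 and 10 add up to 1641 genes and its group 1 holds 1685, and its clusters 6 and 9 add up to 802 and its group 3 holds 758.

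Some increases that the paper states are not seen in the mean over the pairs. No opposite direction is shown either, as no gene below passed edgeR's test when adjusted over all genes. The paper states that all TIMP genes increased. Of the 20 values (4 genes at 5 times) 13 were above 0 and 7 below, all 4 genes being lower at 80 min, and the means were 0.02, −0.01, 0.07 and 0.09 for TIMP1 to TIMP4. LAMB2 is described as increased, and its mean was −0.02, higher in 3 of 5 pairs, and 0.03 without the pair of 80 min. VEGFB is described as increased, and its mean was −0.02, higher in 3 of 5 pairs, and 0.02 without the pair of 20 or of 80 min. Of the collagen type IV genes, COL4A1 and COL4A2 had means of −0.01 and −0.05 and COL4A5 of 0.06. Table 2 also names BMP1 and LEPR for group 1. BMP1 had a mean of −0.09 ± 0.14 (SD, n = 5 pairs), lower in 5 of 5 pairs, by −0.00 at 10 and 40 min (exact sign-flip p = 0.063, edgeR adjusted p = 0.788). LEPR had a mean of 0.10 ± 0.16, higher in 4 of 5 pairs. With 1 pair left out the sign of the mean changed for TIMP1, TIMP2, LAMB2, VEGFB, COL4A1 and COL4A5. For GP6 signaling, described as upregulated, 11 of 41 collagen and laminin genes were higher at 80 min and 28 at 20 min, and the median of −0.17 at 80 min was −0.04 (percentile 3.86) after trends with length and GC content, for the 33 genes with both. For interferon signaling, described as inhibited, the 49 interferon-stimulated genes were mostly lower at 10, 20 and 80 min, and 39 were higher at 300 min.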

Other observations

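The tests of the division between library sets were chosen after it was seen, except that of the most counted genes. Those of the trend at 20 min for the lists, of length and GC content for the lists, of another scaling for the clusters and of control pairs for INSR were also chosen after the results were seen.

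The libraries of 20 and 300 min differed from those of 10, 40 and 80 min in both treatments, with a median absolute log2 difference of 0.477 over 12438 genes and more than 2-fold for 1540 genes (12.4%). A gradual change with time in culture is argued against, as the libraries of 20 min lay on the side of those of 300 min, at least 49.4 units along the first component from the nearest library of 10, 40 or 80 min. Library size is argued against, as 3 libraries of 10, 40 and 80 min had higher totals than the smallest of 20 and 300 min. Without the 100 most counted genes the first component still held 89.5% of the variance. The difference correlated across genes with gene length (Spearman's rho −0.622) and GC content (0.634), and both explained 61.6% of its variance. After either trend was taken out, the gap between the sets on the first component was 43.3 (length) and 36.3 (GC content), and 28.6 after both, so neither is the whole cause, though length and GC content may be a part of it. These last tests were redefined after a first version. Separate cultures or library batches cannot be told apart from the time points, as the sets follow the times and no batch is labelled: the smallest difference between sets exceeded the largest within a set by 0.0721 (log2).

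Fold changes at 20 min correlated across genes (r = −0.54) with the difference of the 300 min libraries from those of 10, 40 and 80 min. The 20 min libraries do not enter that difference, and the comparison at 20 min may hold a part of it. For the 49 interferon-stimulated genes, the median at 20 min was −0.21 after this trend was taken out, at percentile 0, and −0.18 after trends with length and GC content (percentile 0). At 80 min it was −0.16 after the latter (percentile 0). The lower expression at 20 and 80 min was thus not explained by these trends. The values along the division had been glimpsed before their test was written. For the 76 oxidative phosphorylation genes, the median at 20 min was 0.01 after the trend along the division (percentile 15.3), so that trend may account for their lower expression at 20 min. After length and GC content it was −0.05 (percentile 1.21). With a first matching of gene symbols, which gave a GC content for 60 of the 76 genes, too few for the check, the percentile was 5.95, and the matching was changed after this was seen.

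Lists outside the paper's claims also changed. The 19 FOXO target genes, which insulin represses through AKT, had medians of −0.02, −0.06, 0.03, −0.22 and −0.11 from 10 to 300 min (percentiles 9.05, 7.3, 92.9, 0 and 0.04), while their means were above 0 at 10 and 20 min. At 20 min their median was 0.00 (27.7) after the trend along the library sets. After trends with length and GC content it was −0.09 (0.99, for 18 of the 19 genes). Over the pairs their mean was −0.06, below all genes in 4 of 5 pairs (camera, adjusted p = 0.00743, exact p = 0.3125). Camera's adjusted p was 0.235 without the pair of 80 min and up to 0.967 over all alternatives. By gene, 3 had an unadjusted p under 0.05 in edgeR's test, 1 (FBXO32) passed when adjusted over the list alone and 0 over all genes. At 80 min the median stayed at percentile 0 after length and GC content were taken out (18 of the 19 genes). An effect of insulin through FOXO is a hypothesis in line with this value, and a difference between the 2 cultures of 80 min stays open.

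The 19 sterol synthesis genes had medians of −0.06, 0.14, −0.05, 0.09 and 0.17 (percentiles 0, 97.9, 0.42, 99.7 and 100), that at 20 min 0.01 (52.2) after the trend along the library sets and 0.11 (100) after trends with length and GC content, and a mean of 0.05 over the pairs, above all genes in 3 of 5 pairs (camera, adjusted p = 0.0441, and 0.749 without the pair of 300 min, in a range up to 0.967). The 26 immediate early genes had medians of −0.00, 0.38, −0.27, −0.05 and 0.06 (percentiles 25.8, 100, 0, 4 and 99.7). Their mean over the pairs was 0.11 while camera's direction was down (adjusted p = 0.894, above all genes in 3 of 5 pairs), and 2 genes passed when adjusted over the list alone and 0 over all genes. The 78 cytosolic ribosomal protein genes had medians of −0.02, −0.14, 0.02, 0.07 and 0.02, that at 20 min 0.01 after trends with length and GC content and 0.06 after that along the library sets (camera, adjusted p = 0.0667 for a mean of −0.01, below all genes in 3 of 5 pairs). The 40 replication-dependent histone genes, whose transcripts lack poly-A tails, had medians of −0.19, 0.08, 0.04, 0.20 and −0.17 (camera, adjusted p = 0.857 for a mean of 0.07, above all genes in 3 of 5 pairs). Their median at 20 min was −0.08 (22.5) after the trend along the library sets. By gene, 0 passed when adjusted over the list alone or over all genes for the sterol, ribosomal and histone lists.

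The number of significant STEM profiles may come in part from the added 0 and the unequal spread of the time points, as 17 to 22 profiles (median 19) were significant after values were shuffled across genes at each time, against 15 without shuffling. The shuffled sets held 7 to 10 of the paper's clusters (median 8) and 8079 to 9980 genes. With only the 5 measured points permuted, 10 to 12 profiles were significant after shuffling and 13 without it. The shuffling was prompted by the simulated data. The smaller clusters here than in Table 1 may come from another scaling of the libraries: of 8 scalings or transformations tried after seeing the data, a constant per time point that brings INSR to Fig. 2d gave 11 of the paper's 12 clusters, the others 2 to 9. That constant was fitted to the paper's figure, so it does not show which scaling was used.

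INSR at 300 min changed by −0.51. Between control libraries of one set, on average 1.83% of genes of its expression differed as much. A chance difference between libraries of the same treatment cannot be told apart from an effect of insulin here, since 1 library of each was sequenced and the test was chosen after the value was seen.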
